# The genomic landscape of metastasis in treatment-naïve breast cancer models

**DOI:** 10.1371/journal.pgen.1008743

**Published:** 2020-05-28

**Authors:** Christina Ross, Karol Szczepanek, Maxwell Lee, Howard Yang, Tinghu Qiu, Jack D. Sanford, Kent Hunter

## Abstract

Metastasis remains the principle cause of mortality for breast cancer and presents a critical challenge because secondary lesions are often refractory to conventional treatments. While specific genetic alterations are tightly linked to primary tumor development and progression, the role of genetic alteration in the metastatic process is not well-understood. The theory of tumor evolution postulated by Peter Nowell in 1976 has yet to be proven in the context of metastasis. Therefore, in order to investigate how somatic evolution contributes to breast cancer metastasis, we performed exome, whole genome, and RNA sequencing of matched metastatic and primary tumors from pre-clinical mouse models of breast cancer. Here we show that in a treatment-naïve setting, recurrent single nucleotide variants and copy number variation, but not gene fusion events, play key metastasis-driving roles in breast cancer. For instance, we identified recurrent mutations in *Kras*, a known driver of colorectal and lung tumorigenesis that has not been previously implicated in breast cancer metastasis. However, in a set of *in vivo* proof-of-concept experiments we show that the Kras G12D mutation is sufficient to significantly promote metastasis using three syngeneic allograft models. The work herein confirms the existence of metastasis-driving mutations and presents a novel framework to identify actionable metastasis-targeted therapies.

## Author summary

The majority of breast cancer-associated deaths are due to metastatic disease, the process where cancerous cells leave the primary tumor and spread to a new location in the body, because metastatic tumors often become insensitive to the same therapies that were successful in treating the primary tumor. To date, this complex process has been attributed to dynamic changes in tumor cell gene expression regulated by epigenetic factors. Interestingly, while genomic alterations are accepted drivers of neoplastic transformation, it is unknown if such events contribute to metastatic spread. One reason for this is the limited availability of matched and treatment-naïve primary tumor and metastatic tumor samples from patients for comparative genomic testing. Here we use two pre-clinical mouse models of metastatic breast cancer to test if genomic alterations can drive metastatic capacity. We identified metastasis-specific events of single nucleotide variation and gene amplification in well-known oncogenic genes, as well as lesser known factors. We also show that expression of these mutant factors can drive metastasis of weakly and non-metastatic mouse mammary cancer cell lines when implanted in mice. Crucially, by observing and reporting this untested etiology of metastatic disease, specific genomic events can now be included in efforts to develop targets for metastasis-specific therapies.

## Introduction

Metastatic breast cancer remains the leading cause of cancer-related death among women [1,2]. Of the 1.7 million new cases of breast cancer diagnosed annually worldwide, approximately 30% of patients diagnosed with localized disease eventually present with metastatic lesions in distant organs. While non-metastatic breast cancer has a 5-year survival rate of 99%, metastatic disease reduces 5-year survival to only 25% [2]. Therapeutic strategies to treat localized disease, such as molecular profiling and targeted therapy, have been increasingly successful, but patients with disseminated disease continue to face much worse outcomes, as metastases are largely insensitive to such treatments [3,4]. Therefore, to improve outcome for patients with advanced cancer, specific metastasis-targeted strategies will need to be developed, as will a deeper understanding of the unique biological processes that occur during disease progression [4–6].

Despite the importance of this process, relatively little is known regarding somatic genomic events that drive the metastatic cascade. The most commonly accepted hypothesis of tumor progression postulates that mutations are acquired over time, resulting in heterogeneous primary tumor tissue composed of distinct subclones [7]. According to this hypothesis, metastatic capability is induced when a subclone acquires all of the necessary secondary genomic alterations to intravasate into the circulation, survive in circulation, arrest and extravasate at a distant site, and colonize that distant organ [7,8]. However, while the primary tumor genetic heterogeneity predicted by this model is widely accepted, evidence of somatic metastasis-driving mutations is lacking [9–11]. Large-scale projects such as The Cancer Genome Atlas (TCGA) [12] have provided a detailed inventory of oncogenic driver mutations, but no equivalent data set currently exists for metastatic disease. Furthermore, data from our lab and the work of others suggest that metastasis may instead be driven by dynamic epigenetic variation of gene expression programs [13–17] and there is increasing evidence to favor a model of early metastatic dissemination, which is inconsistent with the somatic evolutionary hypothesis [18–20]. However, the difficulty of targeting such dynamic gene expression programs and preventing dissemination of cells from clinically undetectable tumors obliges a deeper assessment of the existence of targetable metastasis-driving mutations. Using genetically engineered mouse models of mammary cancer, we have shown that recurrent single nucleotide variants and copy number variants, but not gene fusion events, occur spontaneously in the absence of therapeutic pressures and drive breast cancer metastasis. Of note, we identified recurrent mutations in several members of the Ras signaling pathway, and as a proof-of-concept experiment show that such somatic events can significantly and specifically promote metastasis *in vivo*.

## Results

### Unique SNVs are enriched in metastases

To complement ongoing human tissue studies and understand the metastatic genomic landscape in a treatment-naïve setting, we performed next-generation sequencing on metastatic tissue from pre-clinical mouse models of metastatic breast cancer (S1 Fig). We focused on the luminal-like MMTV-PyMT (PyMT) and MMTV-Her2 (Her2) genetically engineered mouse models (GEMMs) of metastatic breast cancer, which model the PI3K activation or the *HER2* amplification seen in 42% or 20% of breast cancer patients, respectively [12,21]. The PyMT model produces palpable primary tumors with a mean latency of 60 days and pulmonary metastases at 100 days in 85% of mice [22]. The Her2 model produces mammary tumors with a mean latency of 100 days and pulmonary metastases at 200 days in 60% of mice [23–25]. We crossed the PyMT model (FVB/NJ background) with five mouse strains (FVB/NJ, C57BL/6J, C57BL/10J, CAST/EiJ, MOLF/EiJ) to more closely recapitulate the genetic heterogeneity of human populations. Due to the latency and high variability of the Her2 (FVB/NJ background) model disease progression compared with PyMT, we only crossed the Her2 model with FVB/NJ for this analysis; however, sequencing of tissues from additional strains is ongoing (S1A Fig).

To investigate whether somatic mutations might contribute to metastatic progression, we performed exome sequencing (exome-seq) of 53 and 12 paired primary tumor (PT) and lung metastases (LM) from the PyMT and Her2 GEMMs, respectively (S1A Fig). Single nucleotide variant (SNV) analysis was performed using three independent SNV-calling algorithms. Genes predicted to harbor SNVs by each algorithm were intersected to identify a common set of potentially mutated genes. We identified 1202 exon SNVs in PT tissue and 1768 in LM tissue compared with normal strain-specific gDNA sequence (S2A and S2B Fig).

Candidate metastasis-driving SNVs were defined by two criteria: 1) enrichment in metastatic tissue but not in primary tumor and 2) presence within the metastatic seeding cell. To identify SNVs likely present in the metastatic seeding cell, only those SNVs found in at least 60% of the metastatic lesion (variant allele frequency between 0.3 to 0.5) were considered as potential metastasis-driver events. This cut-off accounts for the infiltration of non-tumor cells but still requires a heterozygous mutation to be present in at least 60% of the cells within the lesion. The comparison of LM sequences to matched PT identified 196 SNVs in 164 genes common to all 3 SNV calling algorithms (Figs 1 and 2, S2C Fig and S1 Table). The 164 genes were then screened to identify recurrently mutated codons. Five genes (*Kras*, *Shc1*, *Ccni*, *Mtch2*, *Snrk*) were identified with recurrent mutations in the same codon, and again were common to all three algorithms (S1 Table, Fig 3A–3D).

**Fig 1:**
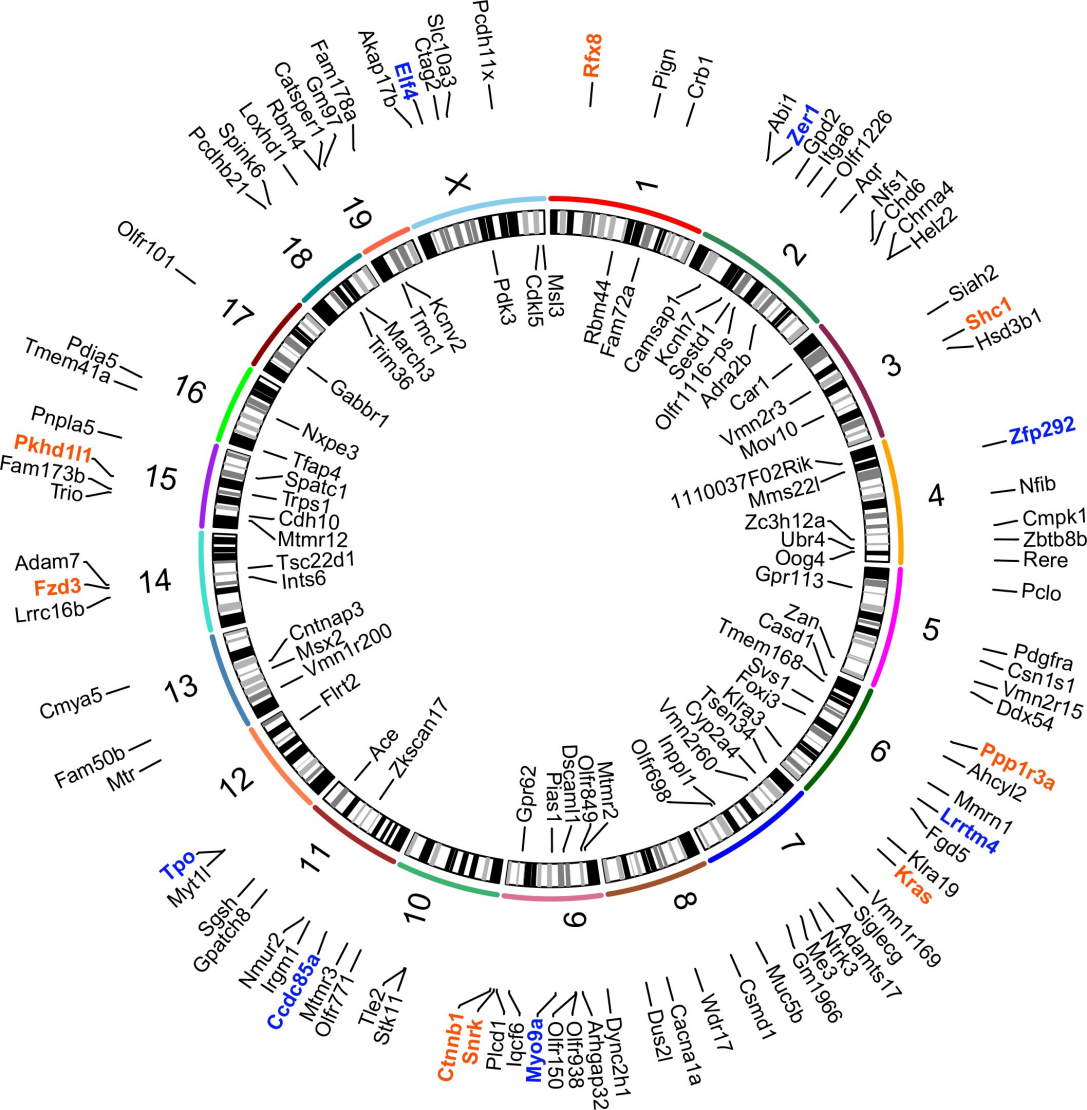
Metastasis-specific SNVs can be found at high allele frequency in the PyMT model. Circos plots showing names and chromosomal location of genes identified by exome- and RNA-seq with metastasis-specific SNVs (orange: recurrent single strain, blue: recurrent in both strains, and black: singly mutated) from the PyMT model.

**Fig 2:**
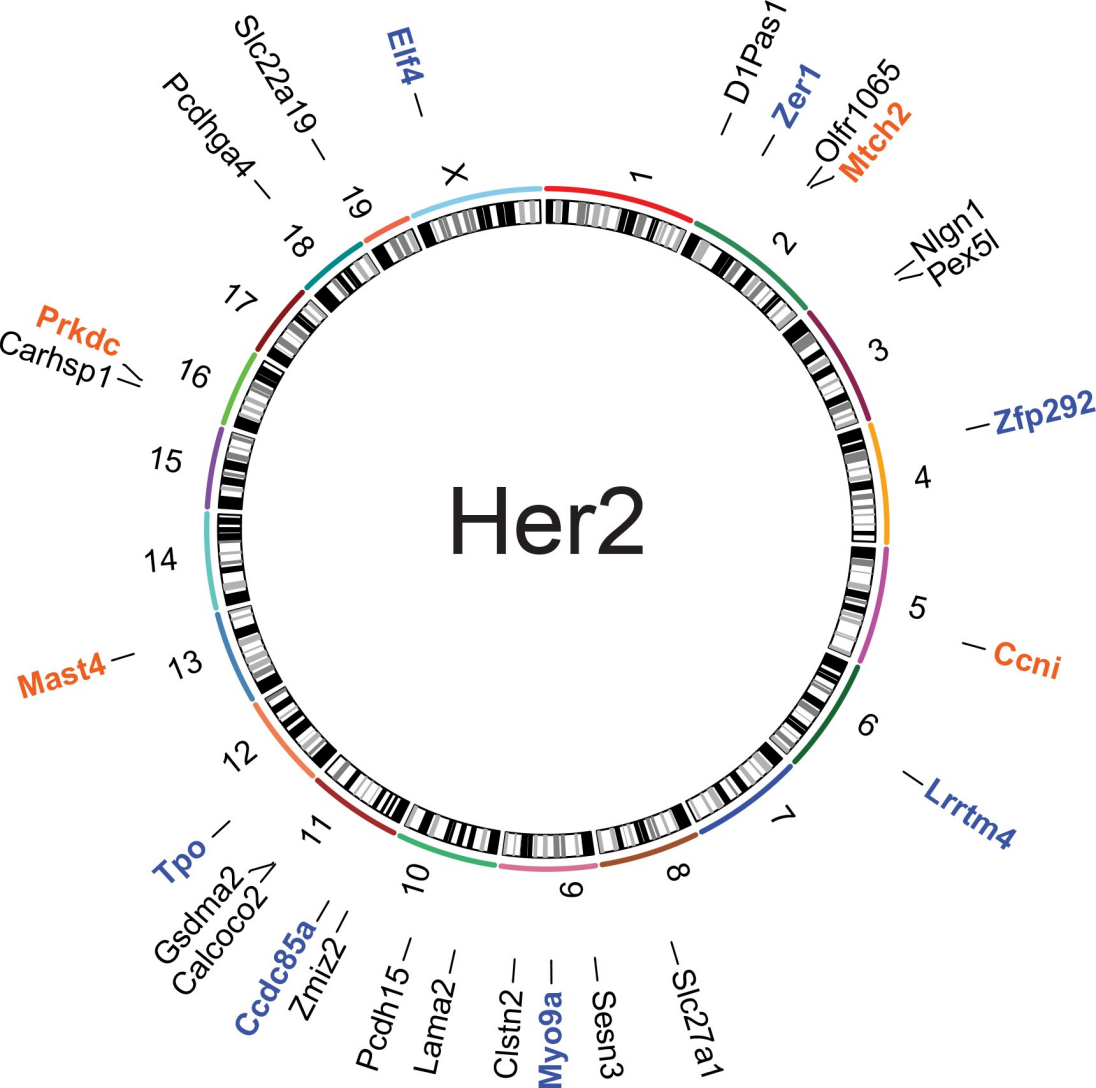
Metastasis-specific SNVs can be found at high allele frequency in the Her2 model. **B-**Circos plots showing names and chromosomal location of genes identified by exome- and RNA-seq with metastasis-specific SNVs (orange: recurrent single strain, blue: recurrent in both strains, and black: singly mutated) from the Her2 model.

**Fig 3:**
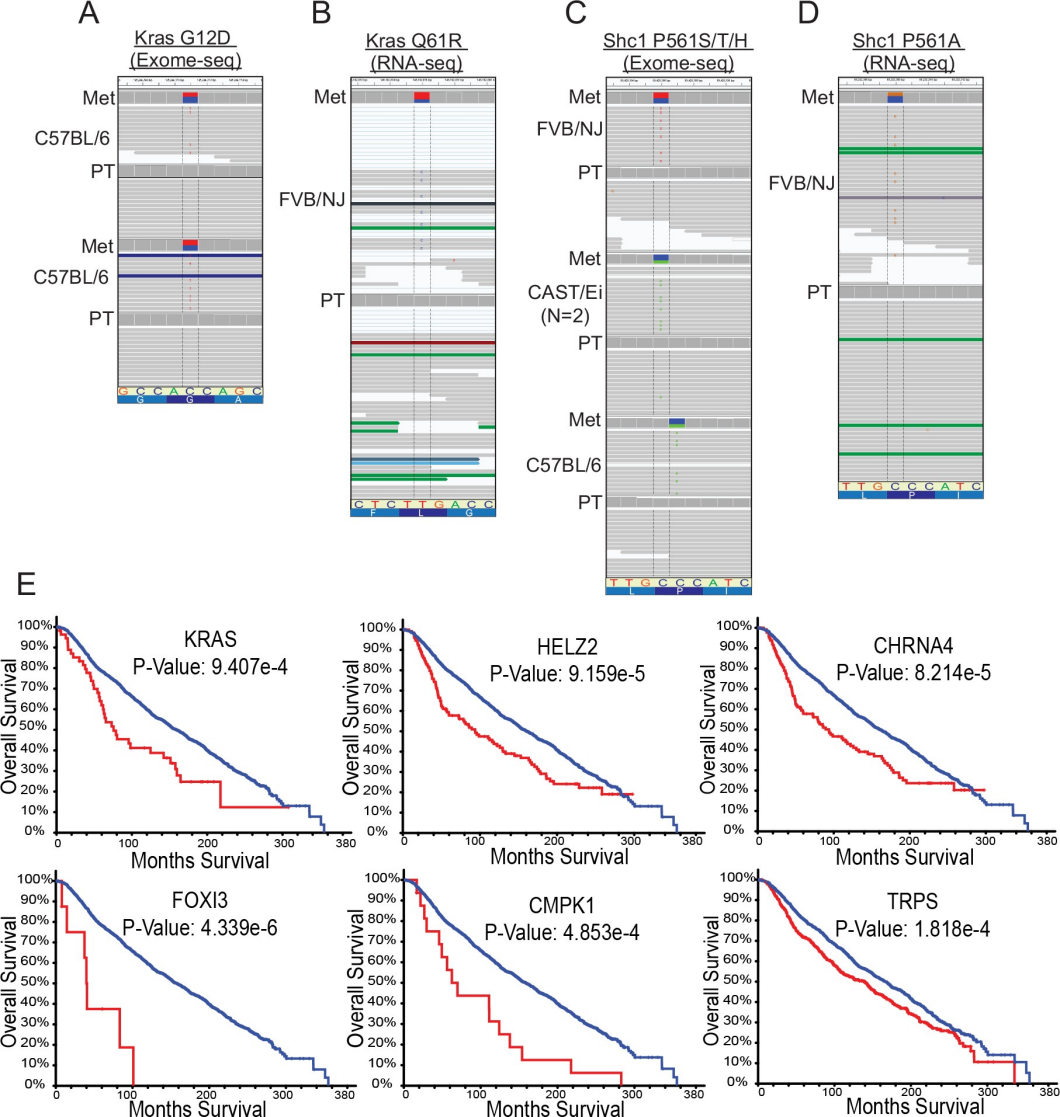
Metastasis-specific mutations are recurrent and stratify patient outcome. IGV screen shots showing allele frequency in the blue and red boxes, representative SNV reads, mutated codon letter, tissue type, and mouse strain. A, Exome-seq identified a C (blue) to T (red) SNV within *Kras* resulting in the G12D amino acid substitution in metastases from two C57BL/6J x PyMT animals. **B.** RNA-seq identified a T (red) to C (blue) SNV within *Kras* resulting in the Q61R amino acid substitution in a metastatic lesion from one FVB/NJ x PyMT animal. C, Exome-seq identified C (blue) to T (red) and C (blue) to A (green) SNVs in metastases from three animals (FVB/NJ, CAST/Ei (2 mets from 1 mouse with same SNV), and C57BL/6J x PyMT) resulting in the P561S/T or H amino acid substitutions, respectively. D, RNA-seq identified a C (blue) to G (orange) SNV resulting in the P561A amino acid substitution in one FVB/NJ x PyMT animal. **E.** Kaplan-Meier plots generated using METABRIC for the top six genes identified with metastasis-driver SNVs by exome-seq in mice that most significantly stratify patient survival when altered in primary tumor tissue (blue = no CNV, red = CNV present). PT, primary tumor; Met, metastasis.

The SNV calls were then analysed for genes that were recurrently mutated in different codons. A total of 147 genes were identified with mutations observed in only a single animal by all three algorithms. Twelve genes were identified as having been recurrently mutated in different codons in independent animals (S1 Table). Finally, to prioritize genes for future analysis, RNA sequencing (RNA-seq) data was examined to validate SNVs in tissues analyzed by both analyses. An additional instance of the *Shc1* mutated codon was identified, and a potential recurrent mutation in *Rfx8* was found (S1 Table).

Two genes, *Kras* and *Shc1*, had recurring metastasis-specific mutations in independent animals of the PyMT cohort (Fig 3A and 3C). Two PyMT animals carried the oncogenic activating *Kras* G12D mutations (Fig 3A), and an additional three PyMT animals carried different nucleotide substitutions all within the codon of proline 561 or 451 (isoform a or b respectively) of *Shc1*, resulting in P561S, P561T, or P561H (Fig 3C). For those samples with gDNA or RNA still available (4 out of 7), Sanger sequencing validated the presence of *Kras* and *Shc1* SNVs in the original metastatic tissues analyzed by exome- and RNA-seq, and in some cases in additional metastases from the same animal (S2 Table). The presence of recurrent metastasis-enriched SNVs in several animals in the absence of therapeutic pressures suggests that specific coding mutations may play a fundamental role in driving metastasis.

To expand the search for additional genes with recurrent metastasis-enriched mutations, we screened RNA-seq data from a cohort of 42 matched primary tumors and metastatic pairs from 40 PyMT and 2 Her2 animals (S1A Fig). The RNA-seq data included 17 PyMT animals also analyzed by exome-seq plus an additional 25 independent animals (2 Her2 and 23 PyMT) (S1A Fig). First, the 164 genes with high-probability SNVs identified by exome-seq were screened against the RNA-seq data to validate exome-seq SNV predictions and identify additional animals with mutations in these genes (S1 Table and S2 Table). For animals used in both analyses, the predicted SNVs identified by exome-seq were validated by the RNA-seq data given the gene was transcribed, suggesting that the exome-seq filtering criteria correctly identified bona fide SNVs. One additional metastasis-enriched *Kras* mutation (Q61R; Fig 3B) and an additional mutation in *Shc1* P561 (P561A; Fig 3D) were observed in two animals from the RNA-seq-only cohort. Unexpectedly, in addition to a single metastasis-enriched *Ctnnb1* oncogenically-activating SNV (S45P) [26] observed in exome-seq data, RNA-seq data revealed three more independent animals possessing metastasis-specific *Ctnnb1* S45F SNVs and another two with *Ctnnb1* point mutations that are also often observed in human tumors (K335N, N387K) (S1 Table). Sanger sequencing validated the presence of the SNVs for *Ctnnb1* exome-seq S45P and RNA-seq N387K mutations (S2 Table). Insufficient sample material prevented Sanger validation of the remaining RNA-seq-identified SNVs. Overall, for samples with available material, the rate of validation by Sanger sequencing for metastasis-specific SNVs was approximately 80% (8 out of 10) (S2 Table and S1 Fig). Finally, Sanger sequencing of matched pairs of tumors and metastases from an additional 22 animals not used for RNA- or exome-seq was used to survey for 11 of the SNVs identified by exome- and RNA-seq. This analysis identified yet another *Shc1* P561H mutation, but no additional samples containing the other 10 mutations were found. Taken together, these data indicate that the putative metastasis-driving recurrently mutated genes are mutually exclusive, as we did not observe the presence of mutations in two or more of the recurrently mutated genes within a single metastasis.

### Copy number variation drives metastasis and reduces overall survival among human breast cancer patients

Using the METABRIC sequencing dataset of human breast cancer primary tumors, we assessed the relevance to human disease of genes possessing metastasis-enriched SNVs identified in the PyMT and Her2 mouse models. This analysis revealed that many genes possessing SNVs in our preclinical mouse models were amplified in human tissue, and 18% (23 out of 123 human orthologs) of such alterations were significantly associated with poor patient outcome (Fig 3E, S4 and S5 Figs).

Since human primary tumors possessed gene amplification or deletion in addition to point mutations, we analyzed the PyMT primary tumor/metastasis exome-seq pairs for potential copy number variations (CNVs) that may contribute to metastatic spread. To determine allele-specific gain or loss we used only those samples generated from progeny of the FVB/NJ-PyMT outcross, as their genomes contained an FVB and non-FVB (C57BL/6J, C57BL/10J, CAST/EiJ, or MOLF/EiJ) allele that could be readily differentiated. Therefore, pure FVB/NJ-PyMT and FVB/NJ-Her2 tumor/metastasis pairs were not analyzed due to the lower confidence of CNV calling on a homozygous genetic background. Based on these criteria, we performed CNV analysis using exome-seq data from 30 of the primary tumor/metastasis pairs in our cohort. We first identified CNVs in primary tumors and metastases compared to normal, and then analyzed this data for metastasis-specific CNVs (S3–S7 Tables). Amplification and deletion events were primarily restricted to the F1 animals of crosses with C57BL/6J and MOLF/EiJ, with recurrent metastasis-specific CNVs on chromosomes 2, 4, 9, and 10 (Fig 4A). Examination of the putative CNVs suggested that the C57BL/6J alleles were specifically lost in the F1 hybrids, while FVB/NJ alleles were under-represented in most of the CNVs in the MOLF/EiJ F1 hybrids. In addition, the chromosome 4 and 9 CNVs overlapped with regions of the genome we previously demonstrated to harbor inherited metastasis susceptibility genes [27–29], suggesting these genomic intervals may contain important metastasis-associated factors. The Genomic Regions Enrichment of Annotations Tool (GREAT) [30] was used to identify the genes associated with recurrent metastasis-specific CNVs. 371 genes were associated with recurrent regions of CNV in PyMT metastatic lesions, and 46 of these genes possessed CNVs in two or more outcross strains (S8 Table and S6 Fig). The METABRIC dataset was then screened again to assess if CNVs within any of the 46 genes were significantly associated with breast cancer patient survival. The amplification of approximately 17% (8 out of 46) of the genes queried was significantly associated with worse patient outcome, including *EBAG9* and *PKHD1L1*, located on mouse chromosome 15, and *PEX2*, and *ZFHX4*, located on mouse chromosome 2 (Fig 4B), which are all located on human chromosome 8 between q21.13 and q23.2. This analysis reveals that in addition to metastasis driver SNVs, metastatic cells may also acquire specific CNVs to support their spread to a secondary site.

**Fig 4:**
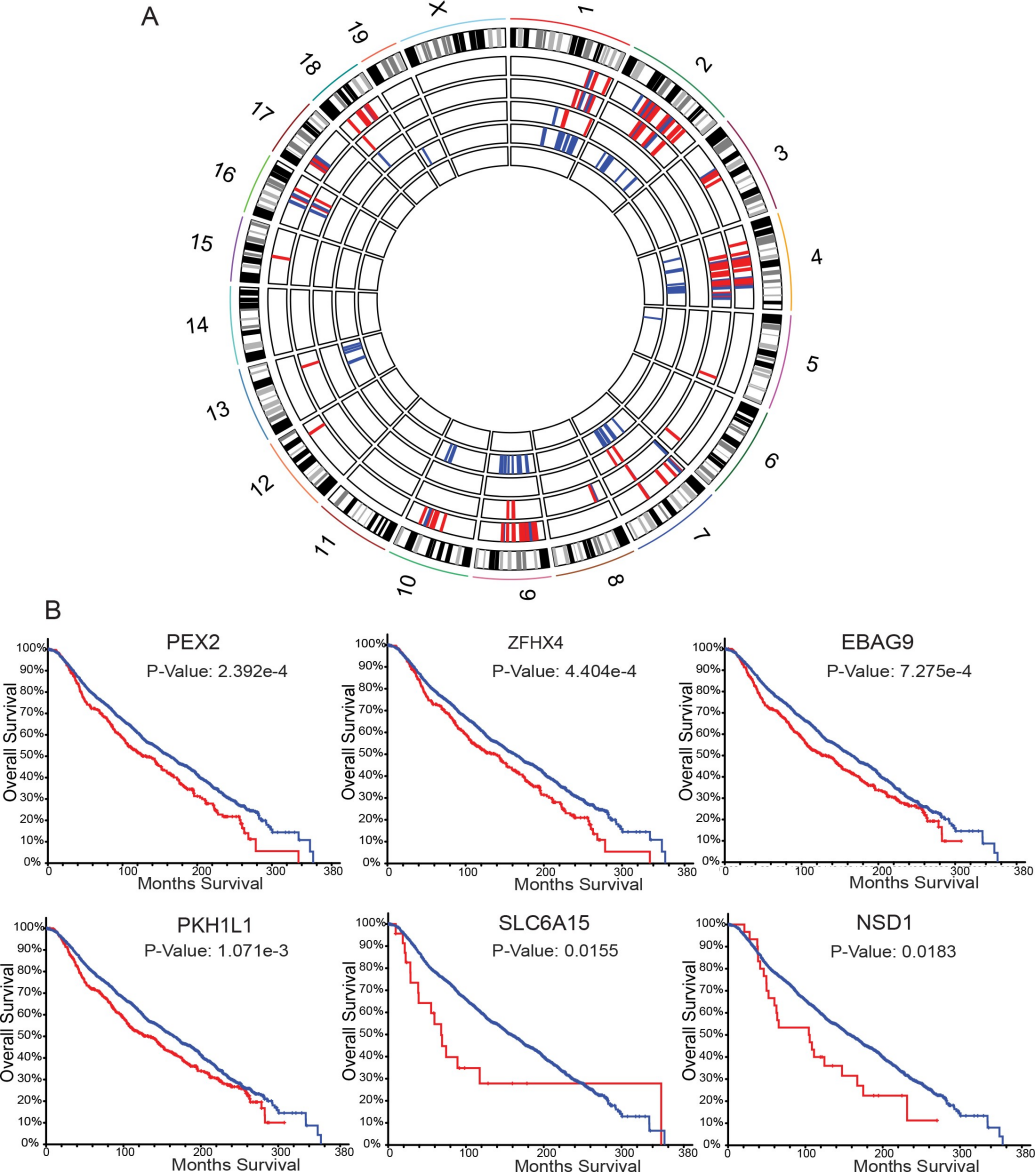
Metastasis-specific CNVs in the PyMT and Her2 mouse models. **A.** Circos plot representing metastasis-specific genomic alterations. The outermost track shows the mouse chromosomes and established G-banding. The remaining five inner tracks show deleted (and amplified for MOLF/EiJ only) genomic regions in F1 PyMT mice resulting in enrichment of the non-FVB/NJ allele (red) or enrichment of FVB/NJ allele (blue). From the outermost track the strain order is as follows: MOLF/EiJ amplification, MOLF/EiJ deletion, CAST/EiJ deletion, C57BL/6J deletion, C57BL/10J deletion. **B.** Kaplan-Meier plots generated using METABRIC for six out of eight genes identified as metastasis drivers by exome-seq CNV analysis in mice that significantly stratify patient survival when altered in primary tumor tissue and reside on human chromosome 8 (blue = no CNV, red = CNV present).

### Metastases can originate from multiple clones in the MMTV-PyMT model

Curation of the RNA-seq data revealed several instances of discordant SNVs between independent metastases within the same animal (e.g., *Ctnnb1* K335N in animal 974). The presence of a high probability SNV in only a subset of metastatic lesions within an animal may be due to the acquisition of the mutation early during the establishment of individual metastases or metastatic seeding by multiple primary tumor subclones within an animal. To address this, exome-seq was performed for primary tumors and matched metastatic tissue samples from five additional PyMT animals. Hierarchical clustering was then performed using both SNV and CNV analysis of those sequenced tissues. This analysis revealed that the metastases from three of the five animals (10204, 10245, and 10418) were highly related and likely originated from the same primary tumor subclone (Fig 5A and 5B). In contrast, two of the mice (10507 and 10548) produced heterogeneous metastases (Fig 5 and 5B), indicating that these nodules may have originated from different primary tumor subclones.

**Fig 5:**
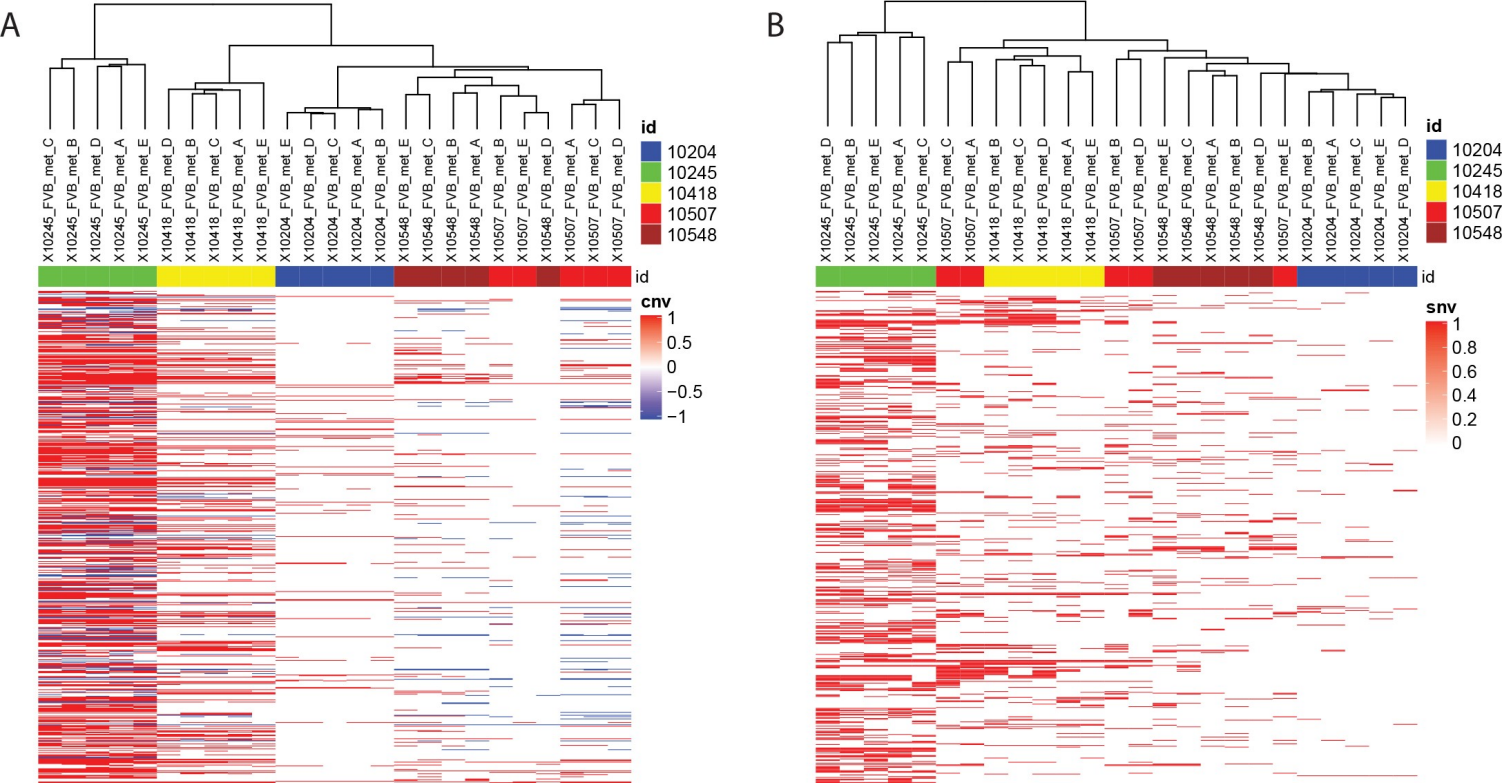
Metastases can originate from multiple primary tumour subclones. Heat maps for hierarchical clustering of genomic **a.** CNV and **b.** SNV fingerprints from five metastases isolated from five mice and compared to matched primary tumors. Chromosomes are represented along the Y axis, and sample names across the X axis. Colored bands across the top of the heatmap indicate mouse ID (Blue: 10204, Green: 10245, Yellow: 10418, Red: 10507, burgundy: 10548). Within the heat maps, red indicates amplification (**A**), or presence of an SNV (**B**), and blue indicates a deletion (**A**).

### Fusion genes are not enriched in metastases

In a large-scale analysis of 560 human breast cancer samples, Nik-Zainal et al. discovered frequent variation in genomic structure in primary tumor tissue [31]. To identify any potential targetable gene fusion events that may contribute to metastatic progression, we analyzed the RNA-seq data (S1 Fig) using the deFuse algorithm to identify discordant paired-end alignments and thus putative gene fusion events specific to metastatic tissue [32]. To reduce false positive results, putative alternative splice events from adjacent genes were excluded from the analysis to eliminate rare transcriptional read-through products. Forty-four putative fusion transcripts were detected in the primary tumors by this analysis. Seventy-one fusion transcripts were detected in the metastases, with 17 fusions in common with the primary tumors and 54 unique to the metastatic lesions. The 54 metastasis-specific putative fusion events involved a total of 85 genes. Sixteen genes were associated with putative fusion events in more than one animal or involved genes with multiple fusion partners (Fig 6A). However, manual curation of the putative recurrent fusion events revealed that 7 of the 15 breakpoints occurred in regions of repetitive elements within introns or UTRs, suggesting potential alignment artefacts. Moreover, for the highly expressed genes (*Csn3*, *Trf*), the variant transcripts were represented at <1% of the total read count, suggesting that these transcripts were either not required for maintenance of the metastatic lesions, were rare aberrant transcripts, or were artefacts of the RNA-seq/deFuse analysis.

**Fig 6:**
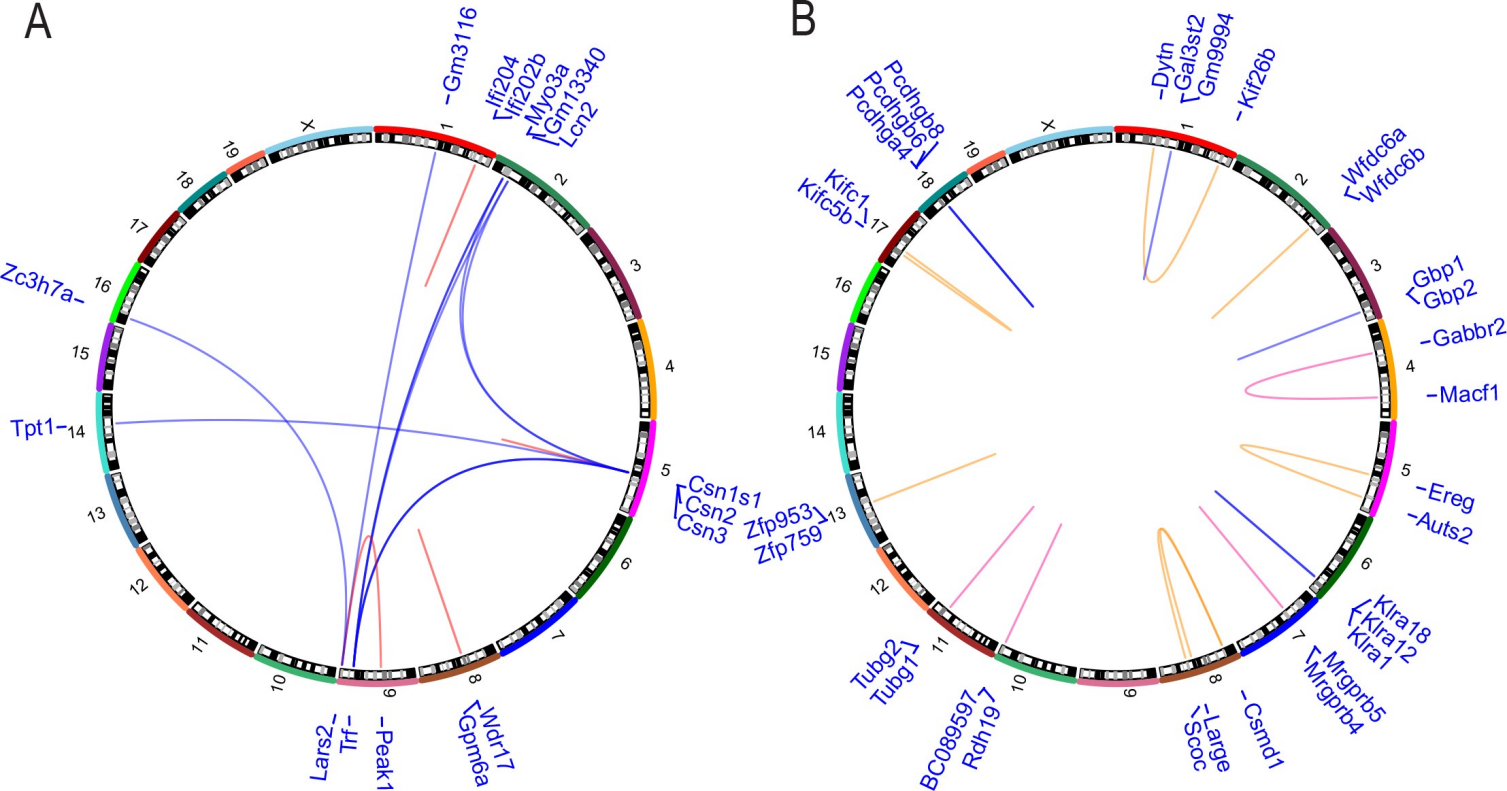
Metastasis-specific structural variants do not drive metastasis in pre-clinical breast cancer mouse models. **A**. Circos plots representing deFuse2 analysis of RNA-seq data for the 41 matched primary and metastatic PyMT tumors.**B.** BreakDancer algorithm analysis of 10x WGS data from 20 matched pairs of primary and metastatic lesions from FVB/NJ PyMT x MOLF/EiJ and FVB/NJ PyMT x CAST/EiJ animals. For both plots, the names of the genes associated with predicted structural variations are listed in blue in the outermost track by their corresponding chromosome numbers, which are found in the second track. The inner loops represent breakpoints within repetitive elements at both sites (pink loops), repetitive element at one site (tan loops), or within single copy sequence at both sites (blue loops).

Additionally, we performed 10x whole genome sequencing (WGS) on 20 matched pairs of primary and metastatic lesions from FVB/NJ-PyMT x MOLF/EiJ and FVB/NJ-PyMT x CAST/EiJ animals. This data set was comprised of tissue from 16 of the animals represented in the exome-seq dataset and 4 additional animals (S1A Fig). MOLF/EiJ and CAST/EiJ F1 animals were used for this analysis as their genomes are significantly polymorphic compared to FVB/NJ, allowing for allele-specific identification. SNVs predicted by exome-seq were confirmed in all of those animals also included in the WGS analysis (S2 Table). Putative coding-related structural variants such as insertion-deletions (indels), inversions, and translocations were identified using the BreakDancer algorithm [33] by limiting the analysis to within transcripts and requiring a minimum of three variant reads per sample (S9 Table). The resulting gene fusions were predominantly intrachromosomal and tended to cluster within regions of gene families, suggesting potential alignment artefacts. To reduce this potential artefact, a threshold of a minimum of 10 kb between putative fusion partners was introduced, resulting in 18 putative fusion events involving 31 genes observed in either more than one animal or with multiple fusion partners (Fig 6B). No overlap between the putative structural variants observed from the deFuse and BreakDancer analysis was observed. All structural variations predicted by BreakDancer under these conditions were intrachromosomal, and 11 of the 18 predicted recurrent structural variants occurred between 2 members of the same gene family. Of the remaining seven, two of the remaining predicted structural variation breakpoints were within repetitive elements at both sites (Fig 6B, pink loops). Two additional predicted structural variations contained a repetitive element at one of the breakpoints (Fig 6B, tan loops), while three were within single copy sequence at both sites (Fig 6B, blue loops). These results suggest that structural variation resulting in fusion transcripts does not play a significant role in the metastatic progression of the MMTV-PyMT mammary tumor model.

### Single nucleotide variants drive metastasis

The presence of recurrent oncogenic mutations in *Kras* and *Ctnnb1*, in addition to the previously unreported recurrent mutations in *Shc1*, are consistent with a potential metastasis-driving function of these genes in the PyMT mouse model. Interestingly, previous analysis of a panel of metastatic mouse mammary tumor cell lines revealed recurrent mutation of *Kras* in several cell lines [34]. Moreover, SNVs within *KRAS* in the primary tumors of the METABRIC data set, although rare (0.6% of patients), were significantly associated with poor survival in human breast cancer (Fig 7A and 7B). *CTNNB1* and *SHC1* were amplified (0.3% and 22% of patients, respectively), but were not included in the targeted sequencing performed on 173 cancer-related genes in METABRIC. Therefore, the mutational burden for these genes in patient primary tumors within this data set is unknown. As METABRIC does not contain sequencing data from metastatic tissue, differential gene expression analysis of matched PDX primary mammary gland tumor and lung metastases from a recent study of PDX models [35] was examined by Ingenuity pathway Analysis (IPA). This analysis revealed that in 2 out of the 3 PDX models, KRAS signalling was significantly elevated in metastatic PDX tissue relative to primary tumor (S10–S12 Tables), consistent with the mutational activation observed in the exome-sequence analysis described here. Furthermore, CTNNB1 signalling was also significantly altered in 2 of the 3 PDX models, however it was elevated in 1 and decreased in another (S10–S12 Tables). We thus focused on *Kras* as a potential breast cancer metastasis driver gene and performed a proof-of-concept experiment to determine if *Kras* mutation in the primary tumor alters metastatic potential. Wildtype (WT) or *Kras* G12D constructs were expressed in two independent *Kras* WT mouse mammary tumor cell lines: 4T1, which is derived from a spontaneous BALB/c mammary tumor, and MET1, derived from the MMTV-PyMT model (S7A Fig) [34]. *Kras* WT-, *Kras* G12D-, or control empty vector (EV)-transduced cells were implanted orthotopically in syngeneic mice and primary tumor weight and the number of pulmonary metastases were assessed after four weeks. Expression of *Kras* WT and G12D increased tumor burden compared to EV in the MET1 line and a small but non-significant increase in tumor growth was also observed with the 4T1 line (Fig 7C and 7F). Therefore, to more accurately assess metastatic capacity, the number of metastatic nodules (Fig 7D and 7G) was normalized to primary tumor weight for each mouse. This analysis revealed a significant increase in metastatic capacity of *Kras* G12D-expressing cells compared to both *Kras* WT and EV cells in both lines (Fig 7E and 7H). To further test how modulation of *Kras* G12D affects metastatic potential, we utilized the 6DT1 mouse mammary cancer cell line that bears an endogenous homozygous *Kras G12D* mutation [34]. Despite the short-lived effects of siRNA, knock down of *Kras* in 6DT1 cells reduced metastasis to the lungs in spontaneous metastasis assays compared to a non-targeting siRNA control (Fig 7I–7K and S7B Fig). This result was significant before controlling for primary tumor weight, and trending after normalization (p = 0.1) (Fig 7J and 7K). These results are consistent with a function for constitutively activated *Kras* as a metastasis driver gene in breast cancer, as well as significant evidence for the existence of spontaneous metastasis-driving somatic mutations.

**Fig 7:**
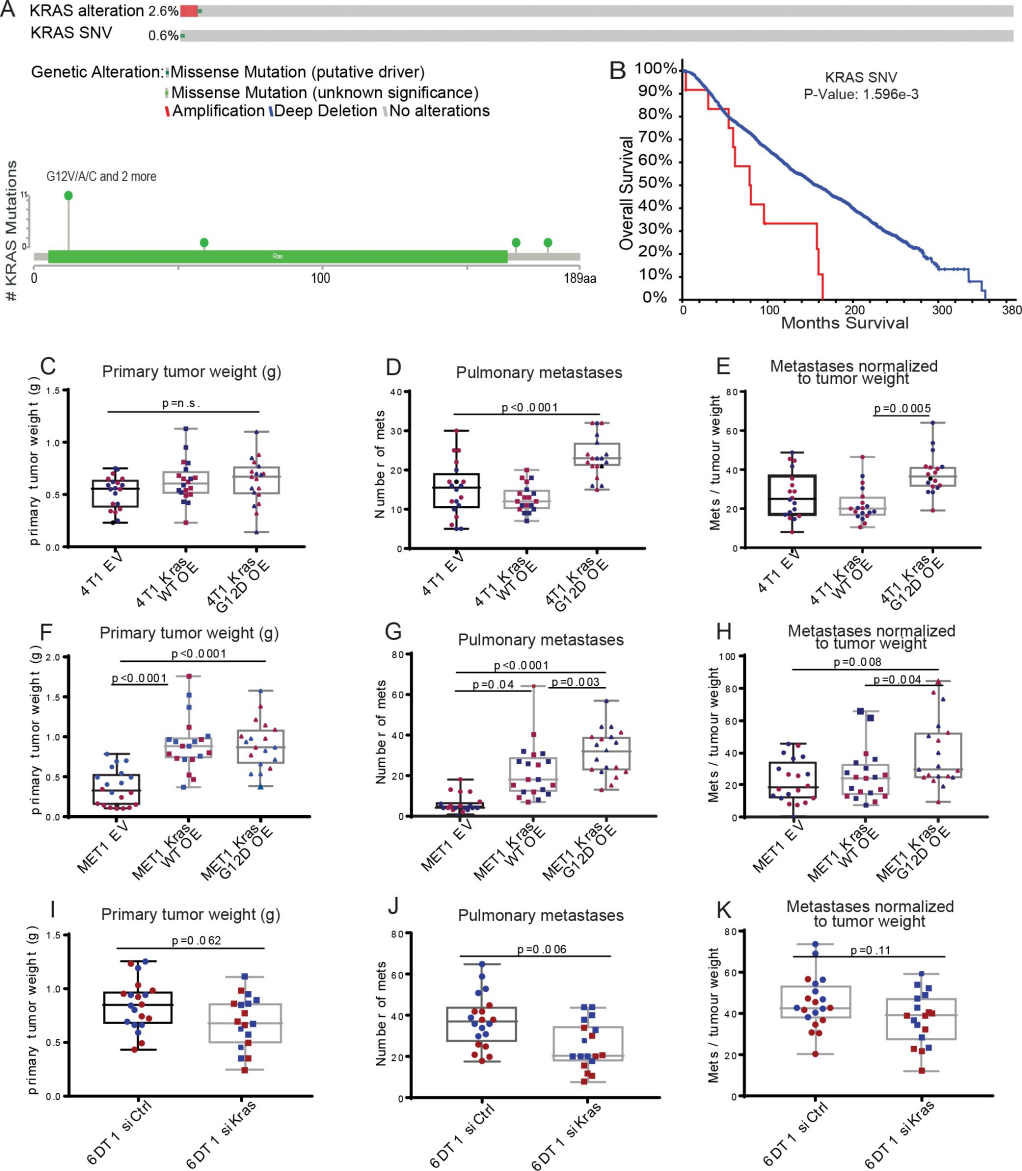
The *Kras* G12D mutation drives breast cancer metastasis. **A.** METABRIC sample data showing that *KRAS* is altered in 2.6% and mutated in 0.6% of primary tumors from breast cancer patients. **B.** Kaplan-Meier analysis of patients with SNVs (red) in *KRAS* vs (wildtype) WT (blue). **C-K.** Primary tumor weights, numbers of metastases, and metastases normalized to primary tumor weight from orthotopic injection of 4T1 cells transduced with empty vector (EV), *Kras* WT, or *Kras* G12D (**C-E**), MET1 cells transduced with EV, *Kras* WT, or *Kras* G12D (**F-H**), or 6DT1 cells transfected with siControl or si*Kras* (**I-K**). Each assay was performed twice with 10 mice per group (red and blue points), box whiskers represent min and max points, box boundaries represent the 25th to 75th percentiles, and the horizontal line within the box represents the median. p<0.05 = significant.

Several studies have reported an association between oncogenic *Kras* expression, and a more mesenchymal-like phenotype associated with breast cancer progression [36–38]. Using the available RNA-seq data from two of the PyMT mice with spontaneous metastasis-specific *Kras* G12D mutations, we assessed the mRNA levels of several epithelial-to-mesenchymal transition (EMT)-related factors in the metastatic nodules [39]. There was no difference in the expression of these factors between tissues with WT or mutant *Kras* (S8A Fig). Additional RNA-seq was then performed on the 4T1 *Kras* WT, G12D, and EV cells. 

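4T1 is a mouse mammary tumor cell line derived from a spontaneous BALB/c tumor, and the EV cells were transduced with the expression vector alone. The 3 libraries of the EV arm (A, B and C) were analysed here. The other arms were not analysed here, so no difference between arms was tested. The authors quantified each library with RSEM, which estimates an expected count for each gene by sharing out reads that match more than 1 gene. They deposited the expected count, TPM (scaled by effective transcript length to the same total in every library) and FPKM of 47643 genes, without pooling the replicates. The paper's text does not name the aligner or annotation for these libraries. Expected counts summed to 28042355 in library A, 25544600 in library B and 26426580 in library C. A floor of 3 counts therefore corresponded to 0.107, 0.117 and 0.114 CPM (counts scaled to a common library total) in these libraries, which covers counting error only. TPM was used as deposited, and expected counts were rounded to whole numbers for edgeR (TMM normalization), where 13116 genes had at least 10 counts in every library. TMM factors were 0.979, 0.985 and 1.04.
The 3 libraries were first compared with each other. In a chi-square test of each gene's 3 counts, 7593 of the 13116 genes (57.9%) varied by more than sampling noise (Benjamini-Hochberg adjusted p under 0.05), and edgeR's common biological coefficient of variation was 15.7%. Leaving out library A moved the number of varying genes most, to 3607 of 13287. For pairs of libraries the mean chi-square per gene was 33.4 (A and B), 60.0 (A and C) and 29.3 (B and C). Repeated counts of the same library would give a mean of 1. The medians over genes were much lower than these means, at 3.59, 4.82 and 2.01 for the same pairs. The libraries were therefore treated as 3 separate samples. The excess cannot tell separate cultures from separate preparations of a single culture. Small RNA genes, such as those annotated as misc_RNA, snRNA or snoRNA, held 60.7%, 62.0% and 55.8% of the TPM in libraries A, B and C but 9.23%, 9.79% and 7.20% of the expected counts. Protein-coding genes held 35.4%, 33.9% and 39.5% of the TPM, so the TPM of every protein-coding gene depends on these short transcripts.

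**Figure D1:**
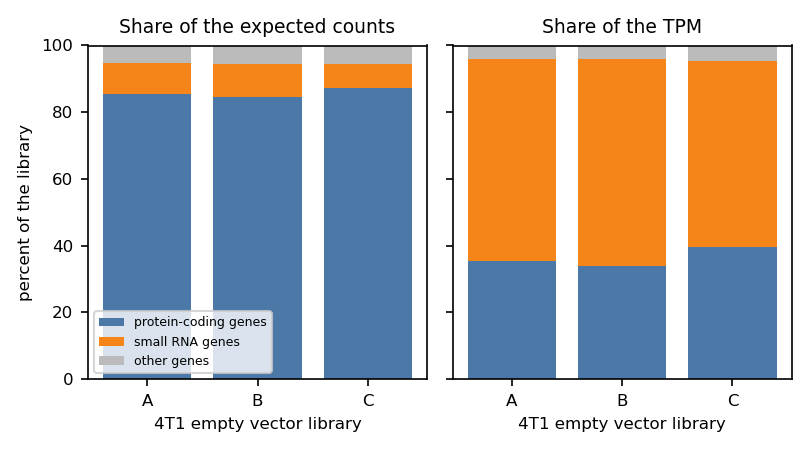
Percent of the expected counts (left) and of the TPM (right) held by protein-coding genes, small RNA genes and other genes in each 4T1 EV library. Bars run from 0 to 100%, and the protein-coding share falls from between 84.7% and 87.3% of the counts to between 33.9% and 39.5% of the TPM.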

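Among the EMT-related factors, *Vim* had the highest TPM in the 4T1 EV cells, at 319, 241 and 302 in libraries A, B and C (288 ± 41.1, SD, n = 3). The epithelial transcripts *Epcam* (41.2 ± 2.50 TPM) and *Cdh1* (43.6 ± 10.1 TPM) and the mesenchymal transcript *Fn1* (56.9 ± 18.2 TPM) were lower (SD, n = 3 for each), and *Snai1* was at 1.66 ± 0.332 TPM. *Zeb1* and *Snai2* had a TPM of at most 0.12 and 0.03 in any library. The range of *Vim* lay above that of every other factor in all 3 libraries, whereas *Epcam* (38.3 to 43.1) and *Cdh1* (36.9 to 55.2) overlapped. The EV libraries also differed from each other. *Fn1* rose from 42.9 TPM in library A to 50.2 in library B and 77.5 in library C, and its counts varied beyond sampling noise (chi-square test, Benjamini-Hochberg adjusted p = 2.64e-287). The same held for *Vim* (adjusted p = 3.79e-159), *Cdh1* (adjusted p = 3.92e-43) and *Epcam* (adjusted p = 4.28e-10) in this chi-square test, but not for *Snai1* (adjusted p = 0.468), which had only 104, 83 and 110 counts. The test sets the libraries against counting noise alone, which genes with many counts readily exceed. edgeR's moderated biological coefficients of variation were 18.0% for *Snai1*, 17.0% for *Fn1*, 13.9% for *Vim*, 12.8% for *Cdh1* and 11.7% for *Epcam*. The common value over all genes tested was 15.7%, so *Snai1* and *Fn1* were above it and the others below. These values are moderated towards a trend and are not a test of spread at a given expression level. Scaling TPM over protein-coding genes alone, an alternative chosen after seeing the data, raised *Vim* to 793 TPM.

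**Figure D2:**
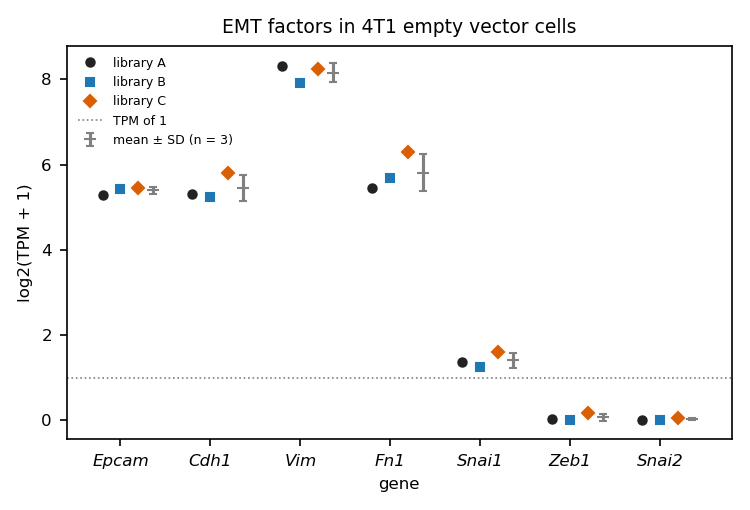
TPM of the 7 EMT factors in the 3 libraries of 4T1 EV cells, on a log2(TPM + 1) axis. Each symbol is 1 library, the grey bars are the mean ± SD (n = 3), and the dotted line marks a TPM of 1, above which 5 of the 7 factors lie.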

Again, no difference in expression of EMT-related factors was observed between the three cell lines (S8B Fig). These data suggest that a potentially novel mechanism, independent of EMT, may be responsible for the *Kras* G12D metastasis-driving function observed in this study.

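Other epithelial and mesenchymal transcripts were also measured in the 4T1 EV cells. The log2 ratio of *Cdh1* to *Vim*, with a pseudocount of 1 on TPM, was -3.01, -2.68 and -2.43 in libraries A, B and C (-2.71 ± 0.29, SD, n = 3). Of 13 other epithelial genes, 11 had a TPM of at least 1 in every library, with *Krt18* (610 ± 7.84) and *Krt8* (375 ± 22.8) the highest, while *Krt5* had no counts and *Ovol2* stayed below that limit in libraries A and B. Of 11 other mesenchymal genes, 5 passed the same limit. These were *S100a4* (899 ± 455 TPM), *Sparc* (28.2 ± 5.91), *Zeb2* (5.26 ± 1.33), *Tgfb1* (3.49 ± 0.866) and *Twist1* (3.49 ± 0.418), each with n = 3. *S100a4* fell from 1421 TPM in library A to 583 in library C, a spread larger than that of the other 4. *Cdh2* had no counts in any library. The paper compared these cells with 2 other 4T1 lines, which were not analysed here. From the lack of a difference in the EMT-related factors between the cell lines (S8B Fig), the paper proposes that the effect on metastasis may run through a mechanism independent of EMT.

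**Figure D3:**
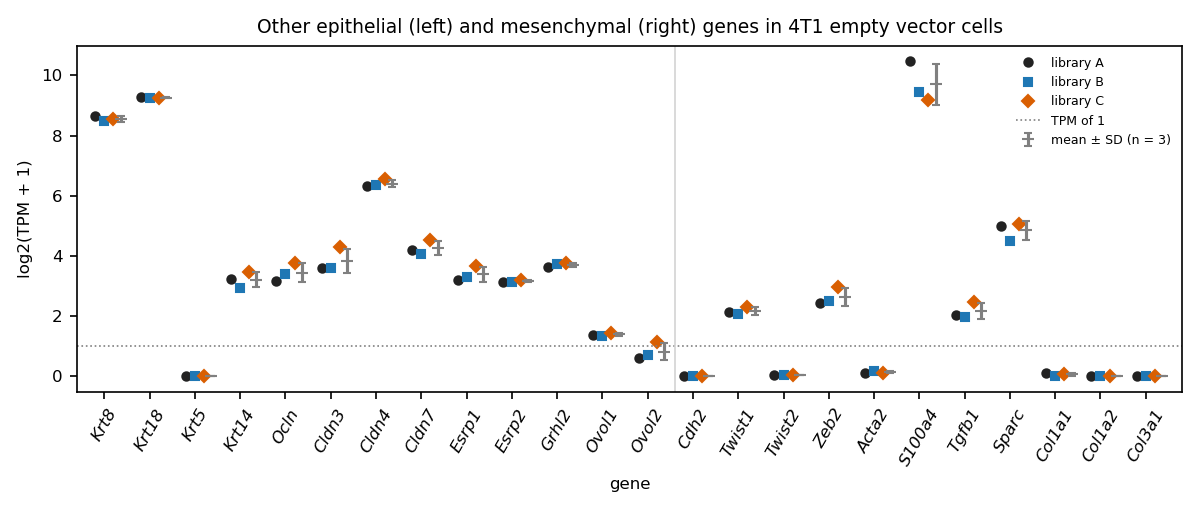
TPM of 13 other epithelial genes (left of the vertical line) and 11 other mesenchymal genes (right) in the 3 libraries of 4T1 EV cells, on a log2(TPM + 1) axis. Each symbol is 1 library, the grey bars are the mean ± SD (n = 3), and the dotted line marks a TPM of 1, which 11 epithelial and 5 mesenchymal genes pass in every library.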

## Discussion

Breast cancer metastasis is the primary cause of breast cancer-related mortality, and due to the disparate biology of metastatic lesions compared with the original tumor there are few options for clinical intervention [4,5,40–43]. In this study, we hypothesized that somatic evolution of the tumor cell genome may drive metastasis and could also provide novel therapeutic targets. However, no robust sequencing datasets of paired treatment-naïve primary and metastatic tumor samples that are large enough to identify recurrent mutations or genomic events currently exist. A key obstacle in this progress is the difficulty of obtaining appropriate tissue samples. Metastatic lesions are typically not surgically removed, and data obtained from resected lesions are often confounded by the application of neo-adjuvant and adjuvant therapies, which may select for events associated with treatment resistance rather than metastasis [44]. Our utilization of mouse models in the present study overcomes these limitations and serves as a hypothesis generation and testing platform for subsequent validation and characterization in human experimental systems.

Here we have performed exome, whole genome, and RNA sequencing on a total of 94 pairs of treatment-naïve primary and metastatic tumors [21,45] of the luminal-like PyMT and Her2 GEMMs. Moreover, sequencing of matched primary tumors and metastases from five additional MMTV-PyMT animals was also performed. Several important observations were made from these studies. First, similar to human breast cancer [40,46–48], both mono- and polyclonal seeding of metastases was observed in MMTV-PyMT animals. MMTV-PyMT animals develop multiple primary tumors in independent mammary glands, so it is possible that the polyclonal metastases arise from independent tumors, rather than different tumor subclones, as is the case in human breast cancer. Resolution of this question, however, would require comprehensive sequencing of all of the tumors from individual animals, which is beyond the scope of this study.

The second important observation from this study was the identification of multiple recurring metastasis-enriched SNVs. The recurrence and high enrichment of these SNVs within metastatic lesions strongly suggest roles as metastasis drivers. The vast majority of the metastasis-enriched SNVs were validated by orthogonal sequencing methods, 96% (47 out of 49; S2 Table), indicating that the analytical strategy was robust. The fact that MMTV-PyMT animals develop multiple primary tumors is not likely to confound this interpretation, since the metastasis-enriched SNVs did not appear as primary tumor drivers in any of the animals assayed. Many of the mutated genes were also found to be associated with poor outcome in human breast cancer data sets, consistent with a potential role in metastatic breast cancer. Moreover, we performed a proof-of-concept experiment to show that the recurrent *Kras* G12D mutation observed in metastatic lesions from two PyMT mice increases the metastatic efficiency of mouse mammary cancer cell lines in an orthotopic implantation model.

Importantly, the samples sequenced in this study are from therapy-naïve animals. Recent large-scale sequencing efforts focused on metastatic lesions and matched normal tissue have become available for human breast cancer patients. However, several of these studies were performed primarily with small targeted gene sets [49,50]. In addition, the vast majority of the patient samples in these studies [49–53] had previously been exposed to systemic treatment, which was found to be a major contributor to tumor mutational burden [51] and to metastasis mutational burden [49]. Moreover, all of these studies have been performed on heterogeneous human populations, with different primary tumor driver mutations on diverse genetic backgrounds that likely select for different metastatic driver mutations. Taken together, these caveats suggest that very large human sample sets may be necessary to begin to identify recurrent metastasis-driver mutations in human patients.

The use of therapy-naïve, genetically reproducible animals with defined primary tumor drivers provides an important complementary platform to identify somatic mutations that contribute to metastatic progression. This may be particularly important if, as we observed in the mouse models presented here, no single putative metastasis driver is mutated at a high frequency. This result suggests that there may be many metastasis drivers, each contributing a small fraction of the overall metastasis-driving function within a population. We did, however, observe several SNVs located in genes functioning within the Ras signaling pathway. These SNVs were observed in ~15% (14 (3-*Kras*, 5-*Shc1*, 6-*Ctnnb1*) out of 94) of the animals in this study, which implicates the *Kras* pathway as an important metastasis signaling axis in this model. The *KRAS* G12D mutation is a well-studied oncogenic driver leading to the development of aggressive lung and colorectal cancers [54–56]. However, KRAS is not considered a driver of human breast cancer development and its metastasis-specific recurrence in this model was unexpected [57]. Additionally, the exact role of the *Shc1* P561X mutation is unknown, but the localization of this mutation to the SH2 domain of *Shc1* is consistent with activating function and warrants further investigation [58].

While KRAS is not considered a major driver of breast cancer, recent work implicates this factor as an important player for some subtypes. In 2001, D’Cruz et al. described sustained oncogenic transformation following spontaneous mutagenesis of *Kras2* in an inducible c-Myc mammary tumorigenesis model [59]. In 2019, Campbell et al. reported spontaneous alterations in *Kras* expression and activity in the aggressive ERα^+^ NRL-PRL postmenopausal murine model, that drove neoplastic transformation [60]. Additionally, the *Kras* Q61H mutation was identified in primary tumors from a triple negative murine model by Liu et. al, who also report mutations and amplifications of *KRAS* and the KRAS pathway in 11% and 93%, respectively, of triple negative breast cancer patients in the TCGA data set [61]. Hollern et al. recently reported that murine mammary tumors with EMT histopathology, which are similar to human claudin-low breast tumors, also showed increased activity of KRAS signaling [38]. Interestingly, we did not observe any mesenchymal shift in gene expression in any of the mutant *Kras* tissues analyzed. However, we did also observe KRAS activation using pathway analysis of RNA-seq data collected from metastatic PDX lung tumors compared to matched primary mammary gland tumors [35], suggesting that KRAS pathway activation may be an important mechanism for at least some breast cancer patients. While these studies bring to light a potentially important role for KRAS signaling in breast cancer initiation, the work presented herein describes the first instance of *Kras* mutagenesis as a spontaneous driver of mammary tumor metastasis.

The SNV data reported here also suggest that there may be many ways within metastasis-associated pathways to activate a pro-metastatic function. Again, the identification of *Kras* and *Ctnnb1* as recurrently mutated metastasis drivers was unanticipated due to the lack of association with primary tumour biopsies of human breast cancer. The presence of known, well-studied activating mutations in these genes within metastasis-founding cells, however, strongly implicates the KRAS-CTNNB1 signaling axis as a critical component of metastatic progression, at least in the PyMT model system. The activation of the CTNNB1 pathway has been previously linked to breast cancer progression, and thus our data corroborates the importance of this network [62] and suggests an additional therapeutic opportunity to intervene in metastasis establishment and progression.

We have also identified recurrent metastasis-specific regions of CNV that may contribute to metastatic spread. Several studies have shown divergent CNV between primary and metastatic tissue from small patient cohorts [63–66], and through our use of the treatment-naive PyMT animal model we have further shown that these genomic alterations occur through natural tumor progression and can drive metastasis. Additionally, our data identified several genes associated with metastasis-specific CNV that, while distributed across the mouse genome, are all localized within human chromosome 8q. Amplifications on chromosome 8q are associated with tumor progression and worse outcomes in many cancer types, suggesting that our analysis appropriately captures genetic alterations observed in human patients [67–72]. This association suggests that our strategy for the identification of metastasis-driving CNVs aligns with human biology, revealing a robust tool for the identification of clinically relevant metastatic drivers. We anticipate that with additional pairs, strain-specific and driver-specific metastasis-driver CNVs will be distinguished.

Understanding the etiology of metastasis has been an important goal in cancer research for many decades. The accumulation of chromosomal aberrations during tumor progression led Nowell to propose the progression model, where tumor cells evolve over time until a subclone acquires all of the somatic events necessary to confer metastatic potential [7]. However, cells derived from metastatic lesions were found to be no more efficient at metastasizing than primary tumor cells, suggesting that additional, potentially transient events are critical for acquisition of metastatic capacity [73]. More recently, the finding that bulk primary tumor gene expression can stratify breast cancer patient outcome [74] has led to the suggestion that metastatic capacity is encoded by the primary tumor drivers [75]. The results of our study are most consistent with the progression model originally proposed by Nowell [7], although it does not rule out important combined contributions of the transient epigenetic effects, microenvironment, and selection as proposed by Weiss in 1979 [73]. The presence of metastasis-specific driver mutations may also, in part, contribute to the difference in response to therapeutics observed between primary tumors and metastases, both in animal models [76] and in the clinic, and suggests different therapeutic strategies targeting metastasis drivers may improve patient outcomes.

In summary, by performing a survey of the genomic landscape of metastatic progression in two preclinical mouse models, we have for the first time identified recurrent, clinically relevant spontaneous mutations in genes and pathways that drive metastasis. Breast cancer patients with metastatic disease have an average 5-year survival of only 25%, underscoring the urgent need for more comprehensive molecular analyses of metastases. By using the strategy outlined here, the continued characterization of preclinical mouse models of metastasis will provide further insight into the associations between clinical subtypes, primary tumor drivers, and the now newly confirmed metastasis-driving genomic alterations, ultimately creating new opportunities for the generation of metastasis-targeted therapies.

## Methods

### Ethics statement

The research described in this study was performed under the Animal Study Protocol LCBG-004 and LPG-002, approved by the National Cancer Institute (NCI) Animal Use and Care Committee. Animal euthanasia was performed by cervical dislocation after anaesthesia by Avertin.

### Genetically engineered mouse models

FVB/N-Tg(MMTV-PyVT)634Mul/J (PyMT) and FVB/N-Tg(MMTVneu)202Mul/J (Her2) male mice were obtained from Jackson Labs. Male PyMT mice were crossed with female wild type FVB/NJ, MOLF/EiJ, CAST/EiJ, C57BL/6J, and C57BL10/J mice also obtained from Jackson Labs. Male Her2 mice were crossed with female wild type FVB/NJ mice. All female F1 progeny were genotyped by the Laboratory of Cancer Biology and Genetics genotype core for the PyMT or Her2 gene and grown until humane endpoint. Mice were euthanized using intraperitoneal Avertin to anesthetize followed by cervical dislocation. All primary tumors generated by one animal were isolated weighed, randomly sampled, and combined into a single cryovial. Metastatic nodules, and normal (tail) tissue were also isolated immediately following euthanasia and snap frozen in liquid nitrogen. Tissue samples were then stored at -80°C.

### gDNA isolation

The combined primary tumor tissue from one mouse was ground on dry ice and small fragments were taken for gDNA isolation. Whole metastases were used for gDNA isolation. Tissue was lysed using Tail Lysis Buffer (100 mM Tris-HCl pH 8.0, 5 mM EDTA, 0.2% SDS, 200 mM NaCl, 0.4 mg/ml proteinase K) at 55°C overnight. Samples were then placed in a shaking (1400 rpm) heat block for 1 hour at 55°C. RNaseA (Thermo Fisher Scientific) was added (2 mg/ml final) and lysates were incubated on the bench for 2 minutes. gDNA was then isolated using the ZR-Duet DNA/RNA MiniPrep kit (Zymo Research).

### Sequencing and analysis

All analyses were carried out on the NIH Biowulf2 high performance computing environment. All analyses were performed using software default parameters if not otherwise specified.

### Exome sequencing

Exome sequencing was performed by the NCI Center for Cancer Research (CCR) Genomics Core and the NCI Illumina Sequencing Core. Exome libraries were prepared by the Genomics Lab using Agilent SureSelectXT Mouse All Exon target enrichment kit. Libraries were barcoded and pooled before sequencing on an Illumina HiSeq3000 or HiSeq4000 to an average depth of 40x. Samples were trimmed of adapters using Trimmomatic software. The trimmed reads were aligned to the mm10 reference mouse genome using BWA (0.7.17) or Bowtie (2–2.3.5.1) mapping software. SAMtools (1.9) Mpileup, GATK (3.8–1) Mutect2, and Strelka (2.7.1) were used to identify potential variants and the variants were filtered for known polymorphisms from mgp.v5 (http://ftp-mouse.sanger.ac.uk/current_snps/mgp.v5.merged.snps_all.dbSNP142.vcf.gz) and variants with Phred-scaled quality scores of < 30 were removed. Annotation was performed by Annovar (2018-04-16). High probability SNVs were identified after manual curation of the data and select SNVs were validated by Sanger sequencing at the NCI CCR Genomics Core. Copy number variation was performed for the F1 tumors using the R (3.6.0) packages BubbleTree (2.15.0) and cn.mops (1.31.0), followed by filtering for metastasis-specific events and manual curation. We used BubbleTree to do allele-specific and strain-specific copy number analysis, which required genotype data, and cn.mops for general copy number analysis, which doesn’t require F1 cross experiment data. The recurrent CNVs were defined as CNVs present in multiple samples.

### Whole genome sequencing

Library preparation was performed using the TruSeq DNA Sample Prep kit FC-121-1001. Samples were barcoded, pooled, and sequenced on an Illumina HiSeq4000 to a depth of ~10x per sample. Samples were trimmed of adapters using Trimmomatic (0.39) software before the alignment. The trimmed reads were aligned with the mm10 reference mouse genome using BWA alignment. SNV calls were performed as described for exome sequencing. Structural variation analysis was performed using BreakDancer (1.4.5), followed by filtering for metastasis-specific events and manual curation. For breakpoints located within or near a gene, we filtered structural variations (SVs) by limiting the breakpoint within 10 kb of a gene. CNV analysis was performed using cn.mops as described for exome sequencing.

### RNA sequencing

RNA fusion transcripts were identified using deFuse (0.8.1) software. We used the filtered fusion transcripts. The putative fusion transcripts were further analyzed by comparing with WGS BreakDancer data to identify fusion transcripts that were supported by genomic changes. Mutant alleles from RNA-seq data were identified using SAMtools (1.9). The sequence reads in pileup format were generated using SAMtools mpileup for BAM files spanning the SNVs. We extracted the reference allele and mutant allele counts for each sample using a custom-built Perl (v5.24.3) script and R (3.6.0) script.

### Comparative expression analysis of EMT transcripts

Using Partek Flow Genomic Analysis Software, normalized RNA-seq counts for EMT factors were compared between *Kras* WT and *Kras* G12D metastatic nodules, or between 4T1 cells transduced with empty vector, *Kras* WT, or *Kras* G12D using gene-specific analysis (GSA). Within the Partek Flow GSA report each factor was identified individually by searching with the official gene symbol, and then dot plots were created. Gene symbols used in search included *Kras* (for GEMM metastatic nodules only), *Fn1*, *Epcam*, *Cdh1*, *Vim*, *Zeb1*, *Snai1*, and *Snai2*. 

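The deposited values list all 7 EMT symbols, each joined to a mouse Ensembl gene identifier. In the GENCODE M21 annotation of GRCm38, *Fn1* (ENSMUSG00000026193) lies on the minus strand of chromosome 1 from 71585520 to 71653200, and *Cdh1* (ENSMUSG00000000303) on the plus strand of chromosome 8 from 106603351 to 106670246. *Vim* (ENSMUSG00000026728) and *Snai1* (ENSMUSG00000042821) are both on the plus strand of chromosome 2, from 13573927 to 13582826 and from 167538195 to 167542814. *Epcam* (ENSMUSG00000045394) is on chromosome 17 from 87635979 to 87651129, *Zeb1* (ENSMUSG00000024238) on chromosome 18 from 5591860 to 5775467, and *Snai2* (ENSMUSG00000022676) on chromosome 16 from 14705852 to 14709385, all on the plus strand. All 7 are annotated as protein-coding.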

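With a TPM of at least 1 in every library as the limit, 5 of the 7 EMT factors searched (*Fn1*, *Epcam*, *Cdh1*, *Vim* and *Snai1*) were expressed in the 4T1 EV cells, among 10499 genes that passed it, 9678 of them protein-coding. *Snai1* passed it narrowly, with a TPM of 1.58, 1.37 and 2.02 in libraries A, B and C. By mean TPM it ranked above 3.75% of the expressed protein-coding genes, against 86.3% for *Epcam* and 98.0% for *Vim*. *Zeb1* had 4, 0 and 14 expected counts and *Snai2* had 1, 0 and 2. *Snai2* was thus below the floor of 3 counts in each library, and *Zeb1* was below it in library B, so neither was measurable at this depth in every library. In library B the floor corresponded to a TPM of 0.0421 for *Zeb1* and 0.0384 for *Snai2*. A limit of 10 expected counts in every library also gave 5 factors, and so did a TPM of at least 0.1. The limit used for the dot plots is not stated in the paper's text.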

Factors that were not expressed did not produce dot plots following the Partek Flow GSA report search. Only those factors that were expressed produced dot plots that were then included in the final figure.

### Hierarchical clustering/heatmap and PCA analysis

CNV data were generated from cnmops as described in the exome sequencing section and were further processed using the DiffBind R package to generate a data matrix for the 25 lung metastases. Each genomic region is 4000 bp, which is coded as -1, 0, or 1 for CN loss, neutral, or gain, respectively. Genomic regions were filtered by the CN alterations presented in at least 2 samples. Similarly, SNV data were also filtered by the presence of SNVs in at least 2 samples. SNVs are coded as 0 or 1 for the absence for presence of mutations. Heatmap plots were generated using the ComplexHeatmap package.

### Sanger sequencing

Polymerase chain reaction (PCR) was performed using AmpliTaq Gold polymerase (Thermo Fisher Scientific) according to the manufacturer’s instruction. PCR products were then purified by gel electrophoresis using the QIAquick Gel Extraction Kit (Qiagen). The Sanger reaction and electrophoresis for the forward and reverse sequences of each purified amplicon was performed by the NCI CCR Genomics Core. Sequences were manually assessed for single nucleotide variations using Geneious software. If the original sample was RNA, then cDNA was synthesized by reverse transcription using the iScript cDNA Synthesis Kit (Bio-Rad).

### Genomic Regions Enrichment of Annotations Tool (GREAT) analysis

BED files containing the recurrent regions of genomic gain or loss for each mouse non-FVB mouse strain were loaded into the GREAT tool website using the default settings for gene assignment. GREAT calculates statistics by associating genomic regions with nearby genes and applying the gene annotations to the regions.

### Ingenuity Pathway Analysis

RNA sequencing DESeq2 results of mammary tumors compared to lung metastases was downloaded from the 2019 Alzubi et.al article Additional File 10 [35]. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) (Qiagen). Differentially regulated gene lists from each paired comparison (HCI01, HCI02, WHIM2) were uploaded into IPA for Core Expression Analysis of expression data. The Ingenuity Knowledge Base was chosen as the reference set of genes, and both direct and indirect relationships were considered. No other analysis parameters were specified, and the default settings were selected.

### Cell culture

Mouse mammary carcinoma cell lines 6DT1, 4T1, and MET1 were a generous gift from Dr Lalage Wakefield (NCI, Bethesda, MD). All cell lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM), supplemented with 10% Fetal Bovine Serum (FBS), 1% Penicillin and Streptomycin (P/S) (complete DMEM), and 1% L-Glutamine (Gibco), and maintained at 37°C with 5% CO_2_. Short interfering RNA (siRNA)-mediated knockdown and overexpression cells were cultured in the same conditions with an addition of 10 μg/ml puromycin and 5 μg/ml blasticidin, respectively.

### Plasmid constructs

Lentiviral pDEST Gateway Entry clones expressing *Kras* WT or *Kras* G12D with a C-terminal myc tag, and under the control of the *Pol2* promoter were obtained from the NCI Ras Initiative. An empty lentiviral pDEST Gateway Entry clone (Thermo Fisher Scientific) was used as the empty vector control.

### Virus transduction

1 x 10^6^ 293T cells were plated in 6 cm dishes 24 hours prior to transfection in P/S-free 10% FBS DMEM media. Cells were transfected with 1 μg *Kras* or control expression plasmid and 1 μg of viral packaging plasmids (250 ng pMD2.G and 750 ng psPAX2) using 6 μl of X-tremeGENE 9 transfection reagent (Roche). After 24 hours of transfection, media was refreshed with complete DMEM. The following day, virus-containing supernatant was passed through a 45-μm filter to obtain viral particles, which were then transferred to 100,000 4T1 or MET1 cells. The viral media was removed and fresh complete DMEM was added 24 hours post-transduction. Finally, the cells were selected with 10 μg/ml puromycin- or 5 μg/ml blasticidin-containing complete DMEM beginning 48 hours after transduction.

### siRNA transfection

6DT1 cells were plated in in P/S-free 10% FBS DMEM media. 24 hours after plating, cells were transfected with AllStars Mouse Negative Control siRNA (Qiagen) or si*Kras* (si*KRAS*_234 as described by Yuan et al. [77]) using RNAiMAX (Invitrogen).

### *In vivo* metastasis experiments

Female virgin FVB/NJ or BALB/cJ mice were obtained from Jackson Laboratory, and athymic NCI Nu/Nu from NCI Frederick at 6–8 weeks of age. Two days prior to *in vivo* experiments, cells were plated at 1 x 10^6^ cells/condition into T-75 flasks (Corning) in non-selective DMEM. A total of 100,000 cells per mouse was injected into the fourth mammary fat pad of FVB/NJ (MET1 and 6DT1 cells), BALB/cJ (4T1 cells) mice. The mice were euthanized between 28–30 days post-injection. Primary tumors were resected, weighed, and lung metastases counted. Statistical significance was calculated with a Kruskal-Wallis test followed by Conover Inman test. All animal experiments were performed in compliance with the National Cancer Institute's Animal Care and Use Committee guidelines.

### Western blotting

Protein lysate from 1 x 10^6^ cells were extracted on ice using Golden Lysis Buffer (10 mM Tris pH 8.0, 400 mM NaCl, 1% Triton X-100, 10% Glycerol+Complete protease inhibitor cocktail (Roche), phosphatase inhibitor (Sigma)). Protein concentration was measured using a BCA Protein Assay Kit (Pierce) and analyzed on the Versamax spectrophotometer at a wavelength of 560 nm. Appropriate volumes containing 20 μg of protein lysates combined with NuPage LDS Sample Buffer and NuPage Reducing Agent (Invitrogen) were run on 4–12% (or otherwise indicated) NuPage Bis-Tris gels in MOPS buffer. Proteins were transferred onto a PVDF membrane (Millipore), blocked in 5% milk (TBST + dry milk) for 1 hour and incubated in the primary antibody (in 5% milk) overnight at 4°C. Membranes were washed with 0.05% TBST (TBS + 5% Tween) and secondary antibody incubations were done at room temperature for 1 hour. Proteins were visualized using Amersham ECL Prime Western Blotting Detection System and Amersham Hyperfilm ECL (GE Healthcare).

The following primary antibodies were used: mouse anti-Actin (1:10,000; Abcam), mouse anti-myc-tag (1:1000; Cell Signaling Technology), mouse anti-KRAS (1:1,000; Sigma). Secondary antibodies, including goat anti-rabbit (Santa Cruz) and goat-anti-mouse (GE Healthcare), were used at a concentration of 1:10,000.

### Statistics

Statistical significance between groups in *in vivo* assays was determined using the Mann-Whitney unpaired nonparametric test using Prism (version 5.03, GraphPad Software, La Jolla, CA). Statistical significance between samples in RT-qPCR analysis was determined by an unpaired t test, also using Prism.

## Supporting information

S1 Fig Sample collection and analysis workflow. **A.** Schematic of sample collection for analysis. Preclinical mouse model development followed by sample collection from 14 FVB x MMTV-Her2 and 80 outcrossed MMTV-PyMT mice. Overlapping analyses performed on paired samples, numbers in Venn diagram represent number of animals. **B.** Schematic of analysis workflow. Next generation sequence data was analyzed for single nucleotide variants, copy number variants, and structural variants. The results were then filtered for those events enriched in metastatic tissue only.
(TIF) Click here for additional data file.

S2 Fig Overlap of three SNV calling algorithms, Strelka (purple), Mpileup (yellow), and Mutect2 (green), used with exome-seq data collected from primary tumor (PT) and lung metastases (LM) from 65 mice. A. SNVs called in PT tissue when compared to normal (strain-specific) gDNA. B. SNVs called in LM when compared to normal (strain-specific) gDNA. c. SNVs called in LM when compared to paired PT tissue using 0.3 allele frequency cutoff.
(TIF) Click here for additional data file.

S3 Fig Sanger sequencing spectra showing the validation of SNVs in metastatic gDNA. **A.** C (blue trace)-T (green trace) SNV within the *Kras* gene resulting in the G12D amino acid substitution, Y indicates ambiguity in calling T or C. **B.** G (yellow trace)-T (green trace) substitution within the *Shc1* gene resulting in the P561S amino acid substitution. K indicates ambiguity in calling T or G.
(TIF) Click here for additional data file.

S4 Fig Kaplan-Meier plots generated using METABRIC for 23 genes identified with metastasis-driver SNVs by exome-seq in mice that significantly stratify patient survival when altered in primary tumor tissue (blue = no CNV, red = CNV present).
(TIF) Click here for additional data file.

S5 Fig Oncoprint schema from the METABRIC human primary tumor dataset showing copy number variation rates of the A. 17 genes with recurrent SNVs and B. 147 singly mutated genes identified by exome-seq as putative metastasis-driver mutations (red = amplification, blue = deletion, green = SNV).
(TIF) Click here for additional data file.

S6 Fig Venn diagram of the genes associated with CNV in each mouse strain. Numbers represent the number of genes, and numbers in overlapping regions represent the number of common CNV-associated CNVs.
(TIF) Click here for additional data file.

S7 Fig A. Western blot showing expression of MYC-tagged KRAS and total KRAS in 4T1 and MET1 transduced with empty vector (EV), *Kras* wildtype (WT), and *Kras* G12D (G12D). B. Western blot showing knock down of KRAS in 6DT1 cells 24 hours after transfection siCtrl or si*Kras*.
(TIF) Click here for additional data file.

S8 Fig A. Dot plots showing normalized *Kras* and EMT gene transcript counts by RNA-seq of metastatic nodules from PyMT and Her2 animals with *Kras* wildtype (blue) or *Kras* mutations (red). B. Dot plots showing normalized EMT gene transcript counts by RNA-seq of 4T1 cells stably transduced with empty vector (purple), *Kras* wildtype (blue), or *Kras* G12D (yellow) expression vectors. 4.
(TIF) Click here for additional data file.

S1 Table PyMT and Her2 exome-seq high probability metastasis-specific SNVs Sheets: 1. Instances of Her2 metastasis-specific (met. spec.) SNVs, 2. Instances of PyMT met. spec. SNVs, 3. Singly mutated genes, 4. Recurrently mutated genes. Abbreviations: Chr (Chromosome number), Position (mm10 genomic position of mutated SNV), type (mutation type: synonymous, nonsynonymous, or stop gain), alt.fraction (allele fraction within the metastatic tissue), Transcript (NCBI accession number for isoform), Exon (exon harbouring SNV within designated transcript), Codon (codon harbouring SNV within designated transcript), Nuc sub (nucleotide position within designated transcript and substitution), AA sub (amino acid position within gene isoform and resulting substitution)
(XLSX) Click here for additional data file.

S2 Table Sequencing validation and overlap Sheets: 1. Sanger sequencing (seq.) summary, 2. All seq. summary. Abbreviations: Y (yes), N (no), “/ “(and), E (exome seq), R (RNA-seq), W (whole genome seq)
(XLSX) Click here for additional data file.

S3 Table PyMT regions of CNV in PT and metastatic tissue compared to normal. Number of CNV events observed in PT and metastases compared to normal tissue. This table stratifies CNVs by mouse chromosome number and mouse strain. Also listed is the number of animals used in this study per stain, as well as the number of PT or metastatic samples collected from that strain total. Blue cells represent deletion events termed “loss,” and red cells represent amplification events termed “gain.”
(XLSX) Click here for additional data file.

S4 Table PyMT regions of CNV and associated genes specific to MOLF/Ei metastatic tissue. Sheet1: “Strain” loss/gain associated (assoc.) genes, 2. “Strain” loss/gain assoc. pathways. Abbreviations: Name (gene symbol), ID (Term identifier from GREAT ontology), Rank (ordinal rank of the p-value compared to the p-values of other annotations), Raw p-value (uncorrected p-value from the binomial test over genomic regions), FDR q-Value (False discovery rate q-value), Fold Enrichment (fold enrichment of number of genomic regions in the test set with the annotation), Observed Region Hits (actual number of genomic regions in the test set with the annotation), Region Set Coverage (the fraction of all genomic regions in the test set that lie in the regulatory domain of a gene with the annotation, Sheet 2: “Strain” recurrent regions of loss or gain. Abbreviations: chr (chromosome), start (position of amplification or deletion start), end (position of amplification or del end), overlap.region (length in bp of overlap in recurrent region of amplification or deletion), freq. (number of individual animals with overlapping region of amplification or deletion), s1 / s2 (region identified in individual animals 1 and 2).
(XLSX) Click here for additional data file.

S5 Table PyMT regions of CNV and associated genes specific to CAST/Ei metastatic tissue. Sheet1: “Strain” loss/gain associated (assoc.) genes, 2. “Strain” loss/gain assoc. pathways. Abbreviations: Name (gene symbol), ID (Term identifier from GREAT ontology), Rank (ordinal rank of the p-value compared to the p-values of other annotations), Raw p-value (uncorrected p-value from the binomial test over genomic regions), FDR q-Value (False discovery rate q-value), Fold Enrichment (fold enrichment of number of genomic regions in the test set with the annotation), Observed Region Hits (actual number of genomic regions in the test set with the annotation), Region Set Coverage (the fraction of all genomic regions in the test set that lie in the regulatory domain of a gene with the annotation, Sheet 2: “Strain” recurrent regions of loss or gain. Abbreviations: chr (chromosome), start (position of amplification or deletion start), end (position of amplification or del end), overlap.region (length in bp of overlap in recurrent region of amplification or deletion), freq. (number of individual animals with overlapping region of amplification or deletion), s1 / s2 (region identified in individual animals 1 and 2).
(XLSX) Click here for additional data file.

S6 Table PyMT regions of CNV and associated genes specific to C57BL10/nJ metastatic tissue. Sheet1: “Strain” loss/gain associated (assoc.) genes, 2. “Strain” loss/gain assoc. pathways. Abbreviations: Name (gene symbol), ID (Term identifier from GREAT ontology), Rank (ordinal rank of the p-value compared to the p-values of other annotations), Raw p-value (uncorrected p-value from the binomial test over genomic regions), FDR q-Value (False discovery rate q-value), Fold Enrichment (fold enrichment of number of genomic regions in the test set with the annotation), Observed Region Hits (actual number of genomic regions in the test set with the annotation), Region Set Coverage (the fraction of all genomic regions in the test set that lie in the regulatory domain of a gene with the annotation, Sheet 2: “Strain” recurrent regions of loss or gain. Abbreviations: chr (chromosome), start (position of amplification or deletion start), end (position of amplification or del end), overlap.region (length in bp of overlap in recurrent region of amplification or deletion), freq. (number of individual animals with overlapping region of amplification or deletion), s1 / s2 (region identified in individual animals 1 and 2).
(XLSX) Click here for additional data file.

S7 Table PyMT regions of CNV and associated genes specific to C57BL6/nJ metastatic tissue. Sheet1: “Strain” loss/gain associated (assoc.) genes, 2. “Strain” loss/gain assoc. pathways. Abbreviations: Name (gene symbol), ID (Term identifier from GREAT ontology), Rank (ordinal rank of the p-value compared to the p-values of other annotations), Raw p-value (uncorrected p-value from the binomial test over genomic regions), FDR q-Value (False discovery rate q-value), Fold Enrichment (fold enrichment of number of genomic regions in the test set with the annotation), Observed Region Hits (actual number of genomic regions in the test set with the annotation), Region Set Coverage (the fraction of all genomic regions in the test set that lie in the regulatory domain of a gene with the annotation, Sheet 2: “Strain” recurrent regions of loss or gain. Abbreviations: chr (chromosome), start (position of amplification or deletion start), end (position of amplification or del end), overlap.region (length in bp of overlap in recurrent region of amplification or deletion), freq. (number of individual animals with overlapping region of amplification or deletion), s1 / s2 (region identified in individual animals 1 and 2).
(XLSX) Click here for additional data file.

S8 Table PyMT strain summary for CNVs associated genes specific to metastatic tissue. Genes associated with metastasis-specific CNVs and found in more than one mouse strain. Table associated with S5 Fig.
(XLSX) Click here for additional data file.

S9 Table Fusion events for primary tumor and metastatic tissue compared to normal. This table shows the data generated from BreakDancer algorithm analysis of 10X WGS from 20 matched pairs of primary and metastatic lesions from FVB/NJ PyMT x MOLF/EiJ and FVB/NJ PyMT x CAST/EiJ animals. We show here the metastasis specific gene fusion data used as input data for Fig 3B. We also she here primary tumor tissue and metastatic tissue gene fusion events versus normal strain specific tissue. Sheet1:Met. spec gene fusion events circos plot input. Sheet2: PT v Norm gene fusion events. Sheet 3: Met v Norm gene fusion event. Abbreviations: Sample (mouse ID and tissue type), Chr1 (chromosome where gene 1 is located), Pos1 (position within Chr1 where fusion event break point is located), Chr2 (chromosome where gene 2 is located), Pos2 (position within Chr2 where fusion event break point is located), Type (intra-chromsome events with different strands (ITX) inversion (INV), deletion (DEL), num_Reads (number of reads).
(XLSX) Click here for additional data file.

S10 Table Pathway analysis of CHI01 PDX mammary gland tumor vs. lung met RNA-seq comparative analysis. Pathway analysis of RNA sequencing DESeq2 results of PDX mammary gland tumors compared to spontaneous lung metastases downloaded from the 2019 Alzubi et.al article Additional File 10 [35]. Sheet1: Pathway analysis. Sheet2: Upstream regulator analysis
(XLSX) Click here for additional data file.

S11 Table Pathway analysis of CHI02 PDX mammary gland tumor vs. lung met RNA-seq comparative analysis. Pathway analysis of RNA sequencing DESeq2 results of PDX mammary gland tumors compared to spontaneous lung metastases downloaded from the 2019 Alzubi et.al article Additional File 10 [35]. Sheet1: Pathway analysis. Sheet2: Upstream regulator analysis
(XLSX) Click here for additional data file.

S12 Table Pathway analysis of WHIM2 PDX mammary gland tumor vs. lung met RNA-seq comparative analysis. Pathway analysis of RNA sequencing DESeq2 results of PDX mammary gland tumors compared to spontaneous lung metastases downloaded from the 2019 Alzubi et.al article Additional File 10 [35]. Sheet1: Pathway analysis. Sheet2: Upstream regulator analysis
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

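RNA-seq of 4T1 cells transduced with empty vector was analysed from the processed values of 3 libraries, which are labelled as replicates A, B and C of one condition. They are 3 of the 169 samples of the series; the exome, whole-genome and other RNA-seq samples were not analysed here. The labels describe mRNA libraries sequenced on a HiSeq instrument. Some labels conflict with this or with the paper. The extraction protocol given describes genomic DNA from tissue, and the strain is given as a BALB/cJ x FVB cross, whereas the paper gives 4T1 as BALB/c.

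The authors quantified each library with RSEM and deposited 1 table per library, without pooling replicates. The deposited expected count of a gene is RSEM's estimate of its reads, with reads that match several genes shared out, and it is not normalized. The deposited TPM is scaled by RSEM's effective length to a fixed total over all listed genes, and a gene with an effective length of 0 is given a TPM of 0 (2367 to 2563 genes per library). The deposited FPKM is scaled by effective length and by the assigned fragments. The paper states that software defaults were used unless specified. The RSEM version, aligner and gene annotation of these libraries are not stated in the paper's text, which gives mm10 for the exome and whole-genome reads. Of the 47643 listed gene identifiers, 99.1% are in GENCODE M21 (GRCm38) when the version suffix is left out and 82.1% with it, so coordinates, gene types, transcript lengths and GC content were taken from M21. Expected counts summed to 28042355, 25544600 and 26426580 in libraries A, B and C, and the smallest signal considered was 3 counts.

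TPM was summarised as the mean and SD of 3 libraries. A gene was called expressed when its TPM was at least 1 in every library. Expected counts were rounded to whole numbers and normalized with edgeR's TMM method. For the 13116 genes with at least 10 counts in every library, edgeR's dispersion was estimated with an intercept-only design, and each gene's counts were compared with the proportions of the effective library sizes by a chi-square test with 2 degrees of freedom and Benjamini-Hochberg adjustment (threshold 0.05). No comparison between conditions was made, because 1 condition was used. Gene lists were compared with 10000 random lists matched on transcript length (S1 Table and S8 Table genes, protein-coding genes as background) or on mean expression (lists of co-regulated genes). Detection of a changed EMT factor was assessed on negative binomial counts drawn from each gene's mean and dispersion, with 10 data sets per setting and 10 draws of each factor and fold in each, tested with edgeR's quasi-likelihood test. Intervals are 95% Wilson intervals. The fits were first tested on simulated data. The chi-square test recovered 92.0% of 199 genes changed 2-fold among 12993 genes and called 10 unchanged genes, and the quasi-likelihood fit recovered 94.0% of 200 genes changed 3-fold among 13116 genes and called 14 unchanged genes.

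The genes named were set by a rule before the data were examined: the 7 EMT factors of the methods, *Shc1*, *Ctnnb1* and the other genes the results name, lists of epithelial, mesenchymal, immune, endothelial and sex-linked genes, the 5 genes with the highest mean TPM, and the 5 genes with at least 100 counts in every library and the largest chi-square for their mean count. Some genes covered by the rule are not reported here. Alternatives set before the data were examined included DESeq2's size factors, library totals alone, other limits on TPM and counts, other pseudocounts, TPM from full transcript length, and leaving out each library in turn. TPM over protein-coding genes only, matching on coding sequence length, leaving out receptor gene families and the lists of interferon-response and sterol-synthesis genes were added after seeing the data. Values were computed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.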

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

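The tests of immune cells, of effective length and of ribosomal RNA were chosen only after the result was seen. The lists of interferon-response and sterol-synthesis genes were written after the genes with the largest spread between the 3 EV libraries had been seen, and leave those genes out. The libraries share 1 condition, so the design gives no biological contrast and no biological explanation was tested. Immune cells were weighed as contamination of the culture, a technical explanation.

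Interferon-response genes, which the paper does not discuss, differed between the 3 EV libraries. Of the 5 genes with the largest spread among those with at least 100 counts in every library, *Oas1a* had 117, 117 and 1005 expected counts in libraries A, B and C, *Apol9a* had 156, 168 and 1309, *Ifi27* had 531, 506 and 2773, and 9930111J21Rik2 had 101, 108 and 515. In the separate list, 29 of 35 genes had at least 10 counts in every library, and all 29 were highest in library C. Their median log2 deviation from the gene's mean over the libraries was -1.03 in A, -0.63 in B and 1.77 in C, a range of 2.79 (6.93-fold). The list was set against 10000 random lists at the same expression level, whose median range was 0.07, and lay at percentile 100 of them. It also lay at percentile 100 of random lists matched on expression, GC content and transcript length. Random lists hold unrelated genes, whose deviations largely cancel in a median, so they cannot show the ordinary joint spread of co-regulated genes. Without library C the list still lay at percentile 99.99, with a range of 0.24. Across DESeq2's size factors, library totals and protein-coding TPM, the smallest range was 2.19, so normalization did not account for it. Immune cell genes summed to 10.2, 7.88 and 9.54 CPM in libraries A, B and C, nearly all from *Cd68* and *Csf1r*. They were 0.937 times as high in C as in A, against an immune cell source for the difference between these libraries. They were higher in C than in B, so for that pair the direction was the same as for the interferon-response genes. Whether library C carries the label of another arm cannot be told from these data. A candidate explanation is an interferon response in the culture behind library C. It remains a hypothesis that cannot be told apart from a label of another arm.

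Sterol-synthesis genes differed in a graded way, with a median log2 deviation of 0.52 in library A, 0.01 in B and -0.55 in C, a range of 1.07 (2.10-fold) over 19 genes, 18 of them highest in A. The list lay at percentile 100 of random lists matched on expression and at percentile 100 of those matched also on GC content and transcript length. These random lists also hold unrelated genes, so the percentile does not exclude an ordinary joint spread of co-regulated genes. The smallest range over the same normalization alternatives was 0.98. A difference in growth state or medium between the cultures may explain it, which the labels do not record and which was not tested. A label of another arm cannot be excluded for these genes either.

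Small RNA genes held 59.5% of the TPM on average (SD 3.25, n = 3 libraries), although the labels describe mRNA libraries. The extraction protocol in the same labels describes genomic DNA from tissue, so the labels conflict. The 5 genes with the highest mean TPM, *Rn7s2*, *Rn7s1*, *Rn7sk*, *Rmrp* and *Gm26447*, are all small RNA genes, and the 5 highest genes of each library held 37.6% to 42.2% of its TPM. The same class held 8.74% of the expected counts, so division by length raised its share, as it does for any class of short genes. With full transcript length in place of effective length, the mean TPM went from 134772 to 108719 for *Rn7s2*. For *Gm26447* it went from 13726 to 1150. Short effective lengths therefore mattered much more for some of these genes than for others. Whether these reads come from the small RNAs themselves was not tested.

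The gene with the largest spread was AY036118, with 702, 1444 and 15958 expected counts in libraries A, B and C, 22.8-fold higher in C than in A after TMM normalization. It is annotated as a lincRNA on chromosome 17 from 39847113 to 39848035 of GRCm38, and 100% of it lies within Rn18s-rs5, an 18S ribosomal RNA sequence on the other strand from 39846354 to 39848202. Reads of the overlapping genes can be split between them unless counting used the strand, which the paper does not specify for these libraries. Rn18s-rs5 had 52368, 69470 and 107772 expected counts and was 2.06 times as high in C as in A, in the same direction but by less than AY036118. All rRNA and Mt_rRNA genes together were 1.22 times as high, a sum dominated by mitochondrial rRNA that therefore leaves 18S carry-over open. Ribosomal RNA carried into library C and divided between these 2 genes may explain part of the difference.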

How the results depend on the processing

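The number of EMT factors expressed was 5 of 7 under each limit tried (TPM of 0.1, 10 expected counts, mean TPM of 1, protein-coding TPM) and with each library left out. The TPM of the factors depended on the length and the genes used for scaling. From expected counts and full transcript length, TPM was 108 for *Fn1*, 73.7 for *Epcam*, 81.9 for *Cdh1*, 499 for *Vim* and 2.88 for *Snai1*. Over protein-coding genes only, chosen after seeing the data, it was 155, 114, 119, 793 and 4.54 for the same factors, 0.12 for *Zeb1* and 0.0347 for *Snai2*. The share of small RNA genes was 8.74% of the expected counts in place of 59.5% of the TPM, a difference that comes with the length correction. The log2 ratio of *Cdh1* to *Vim* was -1.10 from CPM without length correction, and stayed negative under every alternative tried. For single genes named besides the EMT factors, the mean TPM moved by more than the SD of the libraries for 38 genes and not for 23 with full transcript length, and for 40 and not for 14 over protein-coding genes only. The latter multiplies all genes of a library by one factor, so this split reflects the spread of each gene. Genes with no counts, which cannot move, are among those that did not.

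The biological coefficient of variation ran from 0.129 to 0.191 and the number of varying genes from 3607 to 6451 across the 3 fits that each left out one library, whose tests had fewer degrees of freedom. DESeq2's size factors and library totals gave 7599 and 7973 varying genes (57.9% and 60.8%). The share depended on the filter, with 7736 of 21631 genes (35.8%) without one and 6938 of 10081 (68.8%) at 100 counts. The ranges of the interferon-response and sterol-synthesis genes depended on the libraries used. Without library C the interferon range was 0.24, and the sterol range was 0.55 without library A, 1.12 without B and 0.43 without C.

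The S8 Table genes fell below random lists at a TPM limit of 0.1 (39.1%, p = 0.008), at 10 expected counts (43.5%, p = 0.0366) and, chosen after seeing the data, at a TPM limit of 0.1 without Olfr and Vmn genes (46.2%, p = 0.0302), and the cause was not tested. The S1 Table genes were tested only for a higher share (one-sided p of 0.605 or more under each alternative). At a TPM limit of 0.1 their share was 50.9%, below the middle 95% of random lists (51.6% to 66.7%), and at 10 expected counts it was 52.2%, on the lower end of that range.

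In the simulations, calls at the smallest change (25% higher) fell to 42.4% with the dispersion trend. With the factor lowered by the same folds they were 41.2% at the smallest and 98.0% at the largest, 2-fold. With 2 libraries per arm they were 35.8%, 73.4% and 97.4% from the smallest to the largest fold. With p adjusted over all genes they were 1.2%, 24.8% and 84.6%. Apart from the draws of the factors, every gene was simulated as unchanged, and the adjusted shares depend on this. In that setting a 1.5-fold change of a factor was often missed after adjustment. DESeq2's Wald test stayed within the interval of the quasi-likelihood test at each fold.

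No paired analysis was possible because the replicates analysed belong to one condition and no groups were compared.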

Other observations

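The hypotheses on the S1 Table and S8 Table genes, with their tests, were set before the data were examined. The S1 Table genes, which carry metastasis-specific SNVs in the mouse tumors, were not expressed more often than other genes in the 4T1 EV libraries. The list held 162 gene symbols, slightly fewer than the paper's own count of genes with such SNVs. Of these, 161 were matched, and 70 of the 159 protein-coding ones (44.0%) had a TPM of at least 1 in every library. In 10000 random lists of the same size matched on transcript length, the middle 95% ran from 44.0% to 58.5% (mean 51.2%, one-sided p for more = 0.976), so the share lay at the lower end of this range, and no test for a lower share had been set. Without matching the mean was 44.7% (p = 0.605), so the share was not higher with or without matching on length. The list includes olfactory and vomeronasal receptor genes (Olfr and Vmn), none of which passed a TPM of 1 in every library. The share was not tested without them. The random lists describe these libraries, and 4T1 cells are not the tumors in which the SNVs were found.

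The S8 Table genes, with metastasis-specific CNVs in more than 1 strain, were expressed in 18 of 46 cases (39.1%), against a mean of 51.4% in length-matched random lists (two-sided p = 0.121) and 44.8% in unmatched lists (p = 0.527). Neither difference passed 0.05, and matching on length raised the share expected, so the comparison depends on transcript length. With a TPM limit of 0.1 the share was 39.1% against 59.2% (p = 0.008). The list holds 7 olfactory and vomeronasal receptor genes (Olfr and Vmn), which lie in clusters and are not independent. Without them, an alternative chosen after seeing the data, 18 of 39 genes passed a TPM of 1 (46.2% against 55.6%, p = 0.300).

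In simulated data with the depth and spread of these libraries and 3 libraries per arm, a factor raised by 25% was called at an unadjusted p under 0.05 in 51.0% of 500 draws over the 5 expressed factors (95% interval 46.6% to 55.4%). For 1.5-fold the share was 88.6% and for 2-fold 99.4%. *Snai1*, with the fewest counts, was called in 22.0%, 63.0% and 97.0% of its 100 draws at these folds. The simulation assumes the same number of libraries and the same spread in the other arms, which were not analysed here.

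The 4T1 EV libraries held 0, 1 and 1 counts of *Xist* and no counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Of the immune cell genes, *Cd68* had 144, 145 and 131 counts and *Csf1r* had 128, 51.5 and 128.5, while *Cd3e* and *Adgre1* had no counts. Endothelial genes summed to 3, 2 and 7 counts. Of the genes the paper reports at recurrent SNVs, *Ctnnb1* had a TPM of 158 ± 16.6 and *Shc1* of 22.1 ± 1.05 (SD, n = 3), and *Rfx8* had at most 2 counts in any library.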
